# Derivation of totipotent-like stem cells with blastocyst-like structure forming potential

**DOI:** 10.1038/s41422-022-00668-0

**Published:** 2022-05-04

**Authors:** Yaxing Xu, Jingru Zhao, Yixuan Ren, Xuyang Wang, Yulin Lyu, Bingqing Xie, Yiming Sun, Xiandun Yuan, Haiyin Liu, Weifeng Yang, Yenan Fu, Yu Yu, Yinan Liu, Rong Mu, Cheng Li, Jun Xu, Hongkui Deng

**Keywords:** Totipotent stem cells, Self-renewal

## Abstract

It is challenging to derive totipotent stem cells in vitro that functionally and molecularly resemble cells from totipotent embryos. Here, we report that a chemical cocktail enables the derivation of totipotent-like stem cells, designated as totipotent potential stem (TPS) cells, from 2-cell mouse embryos and extended pluripotent stem cells, and that these TPS cells can be stably maintained long term in vitro. TPS cells shared features with 2-cell mouse embryos in terms of totipotency markers, transcriptome, chromatin accessibility and DNA methylation patterns. In vivo chimera formation assays show that these cells have embryonic and extraembryonic developmental potentials at the single-cell level. Moreover, TPS cells can be induced into blastocyst-like structures resembling preimplantation mouse blastocysts. Mechanistically, inhibition of HDAC1/2 and DOT1L activity and activation of RARγ signaling are important for inducing and maintaining totipotent features of TPS cells. Our study opens up a new path toward fully capturing totipotent stem cells in vitro.

## Introduction

During development, early-stage blastomeres are totipotent cells that have the potential to generate an entire individual, including both embryonic and extraembryonic components, at the single-cell level.^1,2^ The totipotent potential of early-stage blastomeres is gradually restricted at the blastocyst stage, when differentiation into epiblast, trophectoderm and primitive endoderm occurs.^3–5^ Different self-renewing stem cells, including pluripotent stem cells, trophoblast stem cells and extraembryonic endoderm cells, can be derived from the blastocyst,^6–9^ which preserve the developmental potentials of epiblast, trophectoderm and primitive endoderm, respectively. Importantly, the developmental potentials of these stem cell types are lineage restricted in that they have difficulties in crossing the embryonic and extraembryonic lineage boundaries especially in vivo.^10–12^ Compared to these blastocyst-derived stem cell types, totipotent embryonic cells harbor the greatest developmental potency, and there has been great scientific interest in capturing such stem cells from totipotent embryos in vitro,^13^ whose unrestricted potency would have broad applications for stem cell biology and regenerative medicine.

Previous studies have shown that a rare 2-cell embryo (2C)-like subpopulation exists in mouse embryonic stem (ES) cell cultures that express 2-cell blastomere molecular markers and have embryonic and extraembryonic developmental potentials.^14,15^ The major limitation of 2C-like cells is that they are only a minor population from mouse ES cell cultures and reside in a transient intermediate state, and thus these cells cannot be stabilized in vitro.^13^ In recent years, our group and others have shown that small molecule combinations can expand the developmental potentials of pluripotent stem cells toward extraembryonic lineages.^16,17^ Importantly, extended pluripotent stem (EPS) cells can be induced into blastocyst-like structures.^18^ Despite their expanded developmental potentials, these cells are still transcriptomically distinct from 2-cell embryos.^19^ In addition, their extraembryonic differentiation potentials are still limited compared to totipotent embryos.^19^ Therefore, it remains a major challenge to capture and maintain bona fide totipotent stem cells in vitro. In principle, such stem cells should be derived directly from totipotent embryos, which represents the gold criterion to capture authentic totipotency.

In this study, through chemical screening and combination, we identified a chemical cocktail that can directly establish totipotent-like stem cells from 2-cell embryos in vitro, as well as convert from EPS cells. The induced totipotent-like stem cells can be stably maintained long term in vitro, with molecular features resembling 2–4-cell blastomeres. Moreover, they can generate both embryonic and extraembryonic lineages in vivo at the single-cell level and form blastocyst-like structures in vitro.

## Results

### Identification of a chemical cocktail that can establish totipotent-like stem cells in vitro

To identify small molecules that can induce totipotent features in mouse EPS cells, we used cell lines carrying a MERVL-tdTomato or a Zscan4-Emerald GFP reporter. As a positive control, *Dux* overexpression was induced in these reporter cells (Supplementary information, Fig. S1a–c). N2B27 medium was used for screening and Wnt signaling agonist CHIR 99021 was also added to promote cell proliferation. In the primary screen, we focused on small molecules that can increase the percentage of Zscan4-Emerald GFP^+^ cells, and identified > 50 primary hits. These candidates were further evaluated using MERVL-tdTomato reporter cells and small molecules that can also induce MERVL-tdTomato expression were selected for further determination of their optimal dosage in activating Zscan4-Emerald and MERVL-tdTomato expression without inducing significant toxicity. After the titration, we found that CD1530 was most effective in inducing Zscan4-GFP and MERVL-tdTomato expression (Supplementary information, Fig. S1d–f). Therefore, we tested the effect of CD1530 combined with other selected candidates on induction of totipotency marker genes, and found that VPA and EPZ004777 showed a synergistic effect with CD1530 (Supplementary information, Fig. S1g). We also tested whether CHIR 99021 could be omitted from the cocktail, and found that cell proliferation was greatly reduced under such condition during the conversion (Supplementary information, Fig. S1h, i). Therefore, CHIR 99021 was included in the chemical cocktail. Collectively, we identified a chemical cocktail inducing totipotency, which include CD1530, VPA, EPZ004777 and CHIR 99021 (CPEC condition).

We further analyzed whether the cells cultured under the CPEC condition could be stably maintained in vitro as well as preserve the totipotent features. CPEC-cultured cells can be maintained and passaged for > 10 passages with normal karyotype (Fig. 1a, b). We also found that the average length of telomere is longer in these cells compared to those in ES and EPS cells (Supplementary information, Fig. S1j). After long-term culture (> 10 passages), CPEC-treated cells still maintained the expression of totipotency marker genes such as *Zscan4*, *Zfp352*, *Tcstv1*, *Tcstv3* and *MERVL* (Fig. 1c), and the protein expression of ZSCAN4 could be detected in these cells (Supplementary information, Fig. S1k). Meanwhile, the expression of pluripotency marker genes, including *Oct4*, *Nanog* and *Sox2*, was significantly downregulated in these cells (Fig. 1c). We also compared the expression of totipotency marker genes in CPEC-treated cells at different passages, and found that cells after passage 5 showed a relatively stable upregulation of totipotency marker genes, implying that at least 5 passages are required for obtaining stable totipotent features in the CPEC-treated cells (Supplementary information, Fig. S1l). 

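Polyadenylated RNA from TPS cells and EPS cells was sequenced to compare their transcriptomes. TPS cells are cells kept in the CPEC condition, and EPS cells are extended pluripotent stem cells. The CPEC condition contains the RARγ agonist CD1530, the histone deacetylase inhibitor VPA, the DOT1L inhibitor EPZ004777 and a GSK3 inhibitor. The paper derives TPS cells from EPS cells and from 2-cell embryos, and its text does not give the origin of the TPS lines compared here. Fig. 1d labels its TPS lines EPS-TPS, the paper's name for TPS cells made from EPS cells. The line numbers printed there differ in part from the library labels, so the lines may not all be the same. There were 3 TPS lines and 3 EPS lines, each sequenced as 2 technical replicates, giving 12 libraries. The authors mapped the reads to mouse genome build GRCm38.p6 with STAR and deposited the number of reads counted on each gene, without normalization. Total counts per library ranged from 14652746 to 21821707 in TPS cells, with a median of 16774687, and from 13676051 to 20077288 in EPS cells, with a median of 17766030. Counts of the 2 technical replicates of a line were summed, so that the line was the replicate, which gave between 29877215 and 38466294 counts per TPS line and between 33591638 and 35811697 per EPS line. The technical replicates of a line differed by more than sampling noise, with a chi-square per degree of freedom between 2.68 and 24.3, so no pair was 1 library listed again. Of the 55401 genes in the files, 32608 had a count in any library, and the 17468 that passed edgeR's filter on low counts were tested. TPS lines were compared with EPS lines by edgeR's quasi-likelihood test with TMM normalization, and p-values were adjusted by the Benjamini-Hochberg method. Expression is given as CPM, the counts of a gene scaled to the library total times its TMM factor. A gene with 3 counts or fewer in every EPS library was treated as at the floor, which is 0.239 CPM in the EPS library where 3 counts weigh most, and its fold change is given as a lower bound against that floor. The floor covers counting error only. Treating the 12 libraries as separate samples, filtering low counts differently or normalizing differently could change these numbers. The paper's methods state culture on mouse embryonic fibroblast feeders for TPS cells. For EPS cells they mention feeders during conversion and in tests of small molecules, and they do not describe the culture of the sequenced EPS lines. A list of 16 fibroblast genes fixed before the data were examined, among them Col1a1 and Pdgfrb, had a median log2 fold change of 2.10 between TPS and EPS lines.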

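Of the 17 totipotency genes shown in Fig. 1d, 13 had an adjusted p-value under 0.05 and were higher in TPS lines than in EPS lines, and the count was also 13 when p-values were adjusted over these 17 genes alone. With a threshold of 0.01 on the adjusted p-value, 9 of them passed. Zscan4c, Zscan4d, Gm5662, Gm8300 and Zfp352 had no more than 2 counts in any EPS library. Among the genes counted in both cell types, Plk2 (ENSMUSG00000021701.8, chromosome 13 of GRCm38, 110395046 to 110400844) had 102 ± 6.68 CPM (SD, n = 3 lines) in TPS and 38.9 ± 7.42 CPM (SD, n = 3) in EPS cells. Its log2 fold change was 1.39 (standard error 0.166, adjusted p = 0.00292 from edgeR's quasi-likelihood test). Trp53inp2 on chromosome 2 rose from 26.5 ± 0.323 CPM (SD, n = 3) in EPS to 51.5 ± 4.55 CPM (SD, n = 3) in TPS cells, a log2 fold change of 0.96 (standard error 0.137, edgeR adjusted p = 0.00477). Bmpr2, Snai1 and Tgfbr3 had log2 fold changes of 1.16, 1.64 and 1.78, with edgeR adjusted p-values of 0.013, 0.0321 and 0.031. With the mean expression of the 16 fibroblast genes as a covariate, an alternative chosen after seeing the data, these log2 fold changes were 0.37, 0.71 and 0.10, those of Plk2 and Trp53inp2 were 1.13 and 0.82, and 4 of the 17 genes passed the threshold. When p-values were adjusted over these 17 genes alone, 9 passed. Other gene lists matched on log2 fold change left as few genes higher when used as the covariate, so the loss of calls is not specific to fibroblast genes. Snai1 lost its call in 5 and Tgfbr3 in 4 of the 6 fits that left out 1 line, with edgeR adjusted p-values up to 0.0906 and 0.0954. Rab43 had a log2 fold change of 1.31 that did not pass the threshold (standard error 0.562, edgeR adjusted p = 0.134), and 90.5% of its longest transcript is identical to the overlapping gene Gm45140, with which it could share reads. Mafk, Ddit4l and Cdkn1a differed by less than the spread between lines, with log2 fold changes of -0.17, 0.23 and -0.10. Of the 11 pluripotency genes of Fig. 1d, 5 were lower in TPS lines with an adjusted p-value under 0.05, and 8 when p-values were adjusted over these 11 genes alone. DESeq2's test on the same 6 lines gave 8 of 11 over all genes. Tet1 (ENSMUSG00000047146.17, chromosome 10, 62804570 to 62908996) fell from 496 ± 91.4 CPM (SD, n = 3) in EPS to 222 ± 37.6 CPM (SD, n = 3) in TPS cells, a log2 fold change of -1.16 (standard error 0.189, edgeR adjusted p = 0.00711). Pou5f1 (chromosome 17, 35506018 to 35510772), which encodes OCT4, fell from 555 ± 127 CPM (SD, n = 3) to 284 ± 47 CPM (SD, n = 3), a log2 fold change of -0.97 (standard error 0.202, edgeR adjusted p = 0.0158). Dppa5a, Tdgf1 and H2afz had log2 fold changes of -1.03, -0.92 and -0.60. H2afz lost its call in each of the 6 fits that left out 1 line, Tdgf1 in 4 and Pou5f1 in 1. Dppa5a and H2afz have 5 and 2 other genes with near-identical sequence in the annotation, so their reads could have been split. Sox2 had a log2 fold change of -0.51 (standard error 0.152, edgeR adjusted p = 0.0507). Upp1, Nr0b1, Zfp42 and Utf1 were lower in TPS lines without passing the threshold, with log2 fold changes of -1.02, -0.76, -0.68 and -0.14. Tcf15 was higher in TPS lines, with a log2 fold change of 1.43 that was called by DESeq2 (adjusted p = 0.0262) and not by edgeR over all genes (adjusted p = 0.118), though edgeR also called it higher when p-values were adjusted over the 11 genes (adjusted p = 0.0499). It was at 78.9 CPM in TPS line 3, against 16.6 and 28.6 CPM in TPS lines 1 and 2 and 8.65 to 22.5 CPM in EPS lines. None of the 6 fits that left out 1 line called Tcf15, and its log2 fold change there ran from 0.56 to 1.81.

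**Figure D1:**
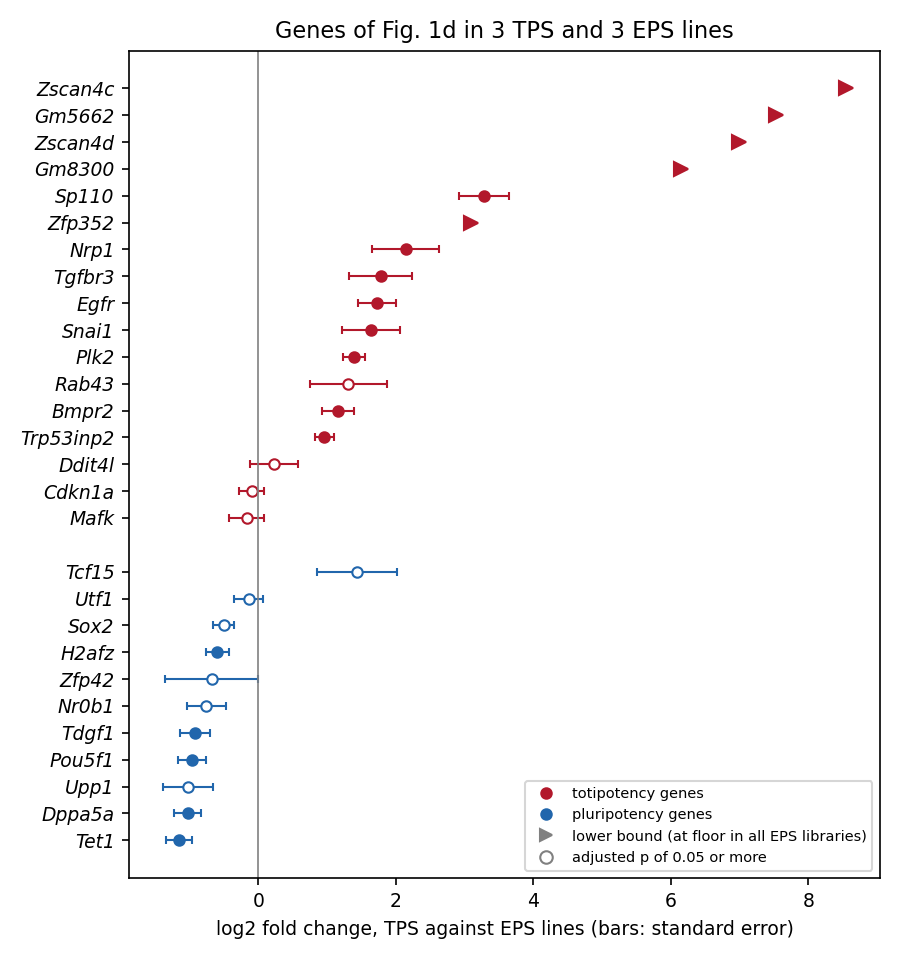
Log2 fold change of the 17 totipotency genes (red) and the 11 pluripotency genes (blue) of Fig. 1d between 3 TPS and 3 EPS lines, with bars for the standard error, open circles for genes with an adjusted p-value of 0.05 or more and triangles for lower bounds. Among pluripotency genes, Tcf15 alone lies to the right of 0, and Mafk and Cdkn1a lie to the left of 0 among totipotency genes.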

Consistent with quantitative PCR (qPCR) analysis, bulk RNA-sequencing (RNA-seq) analysis also confirmed the upregulation of multiple totipotency marker genes as well as downregulation of multiple pluripotent marker genes (Fig. 1d).

**Fig. 1:**
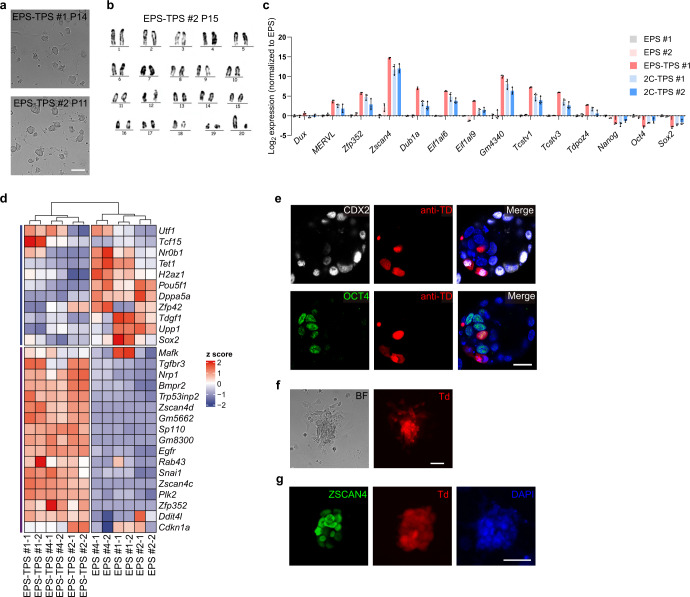
Identification of a chemical cocktail that induce totipotent stem-like cells in vitro. **a** Representative images showing induction of TPS cells from EPS cells under the CPEC condition. Scale bar, 100 μm. Similar images were obtained in at least 5 independent experiments. **b** Karyotype analysis of TPS cells after long-term culturing under the CPEC condition. Similar images were obtained in 3 independent experiments. **c** qPCR analysis of expression of totipotency and pluripotency marker genes in TPS cells converted from EPS cells (EPS-TPS #1) and TPS cells derived from 2-cell embryos (2C-TPS #1 and #2). *n* = 3 biological replicates. Similar results were obtained in at least 2 independent experiments. Relative expressions were normalized to EPS #1. **d** Heatmap showing the relative expression of representative totipotency and pluripotency genes in TPS and EPS cells. **e** Representative immunofluorescent analysis showing expression of trophectoderm (CDX2) and epiblast (OCT4) markers in TPS derivatives in the chimeric blastocysts. These images showed different focal planes of the same embryo. Scale bar, 20 μm. anti-TD, immuno-staining of tdTomato protein. Similar images were obtained in at least 2 independent experiments. **f** Representative morphology of CPEC-treated outgrowth derived from 2-cell embryos expressing tdTomato. Scale bar, 100 μm. BF, bright field. Td, tdTomato. Similar images were obtained in at least 2 independent experiments. **g** Representative immunofluorescent analysis of ZSCAN4 expression in TPS cells derived from 2-cell embryos expressing tdTomato. Scale bar, 50 μm. Td, endogenous tdTomato. Similar images were obtained in at least 2 independent experiments.

To analyze the stability of cells expressing totipotency marker genes, we also enriched these cells using a Zscan4-Emerald GFP reporter and cultured them for 5 passages in vitro. CPEC-treated cells proliferated well after the sorting, whereas the purified cells cultured without CPEC treatment grew poorly (Supplementary information, Fig. S1m). Further qPCR analysis showed that the expression of totipotency marker genes could be maintained in the CPEC-treated cells after purification and culturing (Supplementary information, Fig. S1n). We also tested whether the CPEC condition could induce totipotency marker gene expression in mouse ES cells, and found upregulation of multiple totipotency marker genes in CPEC-treated ES cells after 5 passages (Supplementary information, Fig. S1o). Collectively, these results indicated that CPEC-treated cells acquired totipotent molecular features and were distinct from conventional pluripotent cell types.

Because the CPEC-treated cells exhibited totipotent molecular features, we further explored whether they possessed extraembryonic developmental potentials in vitro. To this end, CPEC-treated cells were cultured and passaged in a mouse trophoblast stem (TS) cell culture medium. After 2–4 passages, multiple flat mouse TS-like colonies emerged, which could be further passaged in mouse TS medium. Immunofluorescent analysis showed that these TS-like cells expressed TS markers including EOMES, TFAP2C CDX2, and SOX2 (Supplementary information, Fig. S2a), suggesting that they acquired the identity of trophoblast lineages. Consistent with these results, CPEC-treated cells could also be induced into cells expressing markers of primitive endoderm (PE) upon culturing in the medium that induce PE differentiation (Supplementary information, Fig. S2b).

To evaluate the developmental potentials of CPEC-treated cells, we performed in vitro chimera formation experiments. CPEC-treated cells that continuously expressed tdTomato were injected into 8-cell mouse embryos which were cultured in vitro for 48 h. Immunofluorescent analysis of the chimeric mouse embryos showed that derivatives from CPEC-treated cells expressed markers of trophectoderm (TFAP2C, CK8, CDX2, EOMES), epiblast (OCT4) and primitive endoderm (PDGFRα) (Fig. 1e; Supplementary information, Fig. S3). Collectively, these results suggest that cells cultured under this new condition could be maintained long term while preserving the ability to express totipotency marker genes and bi-developmental potentials, therefore we designated these totipotent-like stem cells as totipotent potential stem (TPS) cells.

We further explored whether TPS cells can be directly derived from 2-cell embryos. To this end, 2-cell mouse embryos without zonal pellucida were seeded on feeder cells and cultured under the CPEC condition. We found that some embryos transformed into compact cell clumps under the CPEC condition followed by the emergence of outgrowth (Fig. 1f). The outgrowth can be further passaged, resulting in the subsequent emergence of domed TPS colonies, which showed expression of ZSCAN4 (Fig. 1g). Similar to TPS cells that were induced from EPS cells, TPS cells established from 2-cell embryos also expressed totipotency marker genes (Fig. 1c). These results indicate that the CPEC condition enables the derivation of TPS cells directly from 2-cell mouse embryos.

### TPS cells share transcriptomic features with 2-cell blastomeres

To explore the molecular features of TPS cells, we analyzed the transcriptomic differences between TPS cells and EPS cells using bulk RNA-seq data. Hierarchical clustering analysis showed that the global transcriptome of TPS cells was distinct from that of EPS cells (Supplementary information, Fig. S4a). 

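Distances between libraries were computed on log2(CPM + 1) over the 17468 tested genes. The 36 pairs of a TPS and an EPS library lay 105 to 139 apart, against 66.6 to 82.1 for the 12 pairs from different TPS lines and 64.1 to 78.6 for the 12 pairs from different EPS lines. The 6 pairs of technical replicates lay 25.5 to 39.1 apart. Between the 6 lines, the mean distance of TPS to EPS lines was 1.67 times the mean distance within the groups (SD 0.161). In an exact permutation test of the group labels over lines, p was 0.1, which is the smallest p that 3 lines against 3 allow, and the next largest ratio among the 10 splits was 0.989. With 1 minus Pearson correlation as the distance, the ratio was 2.58. Clustering of the 12 libraries by the ward.D algorithm placed the 6 TPS libraries in one cluster and the 6 EPS libraries in the other, joined at a height of 389 against 131 for the join below. Further down, each of 6 clusters held the technical replicates of a single line. The first principal component held 59.9% of the variance, and trees built on the first 2, 5 or 11 components separated the groups and the lines in the same way.

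**Figure D2:**
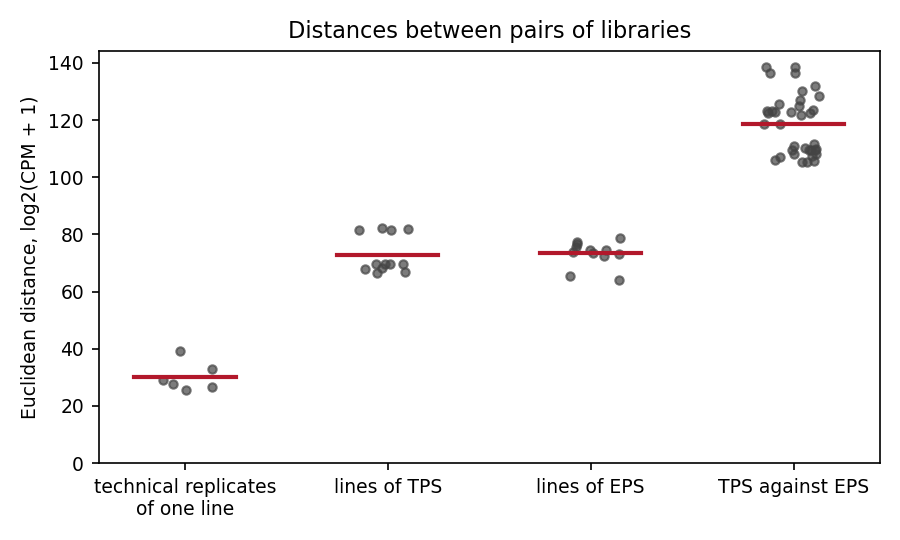
Euclidean distance on log2(CPM + 1) between each pair of the 12 libraries, by kind of pair, with a red line at the mean of each kind. The TPS and EPS pairs lie between 105 and 139, and the pairs of different lines within a group between 64.1 and 82.1.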

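Between 3 TPS and 3 EPS lines, 2509 of the 17468 tested genes were higher and 1282 lower in TPS lines at an adjusted p-value under 0.05. Every TPS line lay above every EPS line for 4119 genes and below for 3340, together 42.7% of the tested genes, where chance gives 10%. Genes called higher had a median log2 fold change of 2.16 and genes called lower one of -0.90, and 460 of the genes called higher were at the floor of 3 counts in every EPS library. Treating the 12 libraries as separate samples gave 4067 higher and 3610 lower with edgeR and 4262 and 3753 with DESeq2. Without composition factors, by library size alone, 80.0% of the called genes were higher in TPS lines against 66.2% with TMM factors, and the median log2 fold change of all tested genes was 0.14. The share higher was 72.6% with upper quartile factors. With the line number as a block, 1714 genes were higher and 721 lower. Deviations of same-numbered TPS and EPS lines from their group means had a mean correlation across genes of -0.032, and those of differently numbered lines 0.0166. Deviations from a group mean cancel out over the lines of the group. These correlations are therefore tied to each other, and the latter is no separate reference. Zscan4c (ENSMUSG00000054272.6) lies on chromosome 7 of GRCm38 from 11005745 to 11010547 and encodes a zinc finger protein. It had 89.4 ± 16.7 CPM (SD, n = 3 lines) in TPS cells and at most 2 counts in any EPS library, and was at least 373-fold higher in TPS cells (edgeR adjusted p = 5.55e-05). Its transcript is 99.7% identical to that of Zscan4f over 76.8% of its length, and 8 genes of the annotation are near-identical to it, so the counting could have split its reads among the Zscan4 genes. Gm5662 (ENSMUSG00000079029.2), on chromosome 12 from 88270640 to 88274500, had 44.3 ± 9.54 CPM (SD, n = 3) in TPS cells and was at least 185-fold higher than in EPS cells (edgeR adjusted p = 5.55e-05). It is 99.3% identical to Gm2016 over 96% of its transcript. Zfp352 (ENSMUSG00000070902.5), on chromosome 4 from 90218820 to 90225702, had 2.05 ± 0.637 CPM (SD, n = 3) in TPS cells and no counts in EPS cells, which makes it at least 8.54-fold higher (edgeR adjusted p = 0.00323). Among the other genes named in Fig. S4b, Sp110, Nrp1 and Egfr had log2 fold changes of 3.28, 2.14 and 1.73, with edgeR adjusted p-values of 0.00242, 0.0202 and 0.00696. With the fibroblast covariate, chosen after seeing the data, the log2 fold change of Sp110 was 3.05, that of Nrp1 0.67 and that of Egfr 1.03. Nrp1 lost its call in 3 of the 6 fits that left out 1 line (edgeR adjusted p up to 0.0706). Ranked by edgeR's log2 fold change, which is not bounded by the floor, the first 5 genes among those whose TPS libraries all lay above the EPS libraries were 1700013H16Rik, Zscan4a, BC080695, AC127331.3 and Gm8332, which were at least 312-fold, 188-fold, 138-fold, 84.5-fold and 83-fold higher. In the other direction, the first 5 were Gna14, Nkx6-3, Nkx6-2, Gm30717 and Gm44873. Gna14 had a log2 fold change of -4.63 (standard error 0.5, edgeR adjusted p = 0.00233), and Gm30717, which was at the floor in TPS libraries, was at least 7.61-fold lower. This bound rests mostly on EPS line 1, at 3.23 CPM against 0.795 and 0.427 CPM in EPS lines 2 and 3. Gm30717 lost its call in 2 of the 6 fits that left out 1 line (edgeR adjusted p up to 0.0595).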

Identification of genes that were differently expressed between TPS cells and EPS cells showed the presence of representative totipotency marker genes, such as *Gm5662*, *Zscan4c* and *Zfp352* (Supplementary information, Fig. S4b). We further performed Gene Ontology (GO) analysis and found that the differentially expressed genes (DEGs) are majorly involved in the regulation of development (Supplementary information, Fig. S4c).

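The called genes were sorted by gene family, using 22 families of developmental regulators such as Hox, Fox, Sox and Wnt that were fixed by gene symbol before the data were examined. The GO terms were not analysed here. Of the 17468 tested genes, 177 belonged to these families. They made up 78 of the 2509 genes higher in TPS lines, an odds ratio of 4.82 (two-sided Fisher's exact test, p = 8.73e-22), and 19 of the 1282 genes lower in TPS lines, an odds ratio of 1.53 (two-sided Fisher's exact test, p = 0.0827). Under DESeq2's test on 12 libraries the odds ratio for the lower genes was 0.671, and with no composition factors it was 2.42. The odds ratio for the higher genes stayed between 2.6 and 4.93 across the 6 fits that each left out 1 line. Of 28 tested Hox genes, 23 were higher and 2 lower in TPS lines, with a median log2 fold change of 2.67. Of 31 Fox genes, 7 were higher and 5 lower, and of 15 Fgf genes, 6 were higher and 4 lower. No Wnt gene was lower, and 6 of 13 were higher. By annotated biotype, 2256 of the genes higher and 1195 of the genes lower were protein-coding, 78 and 28 were long intergenic noncoding RNAs, and 50 and 4 were unprocessed pseudogenes.

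**Figure D3:**
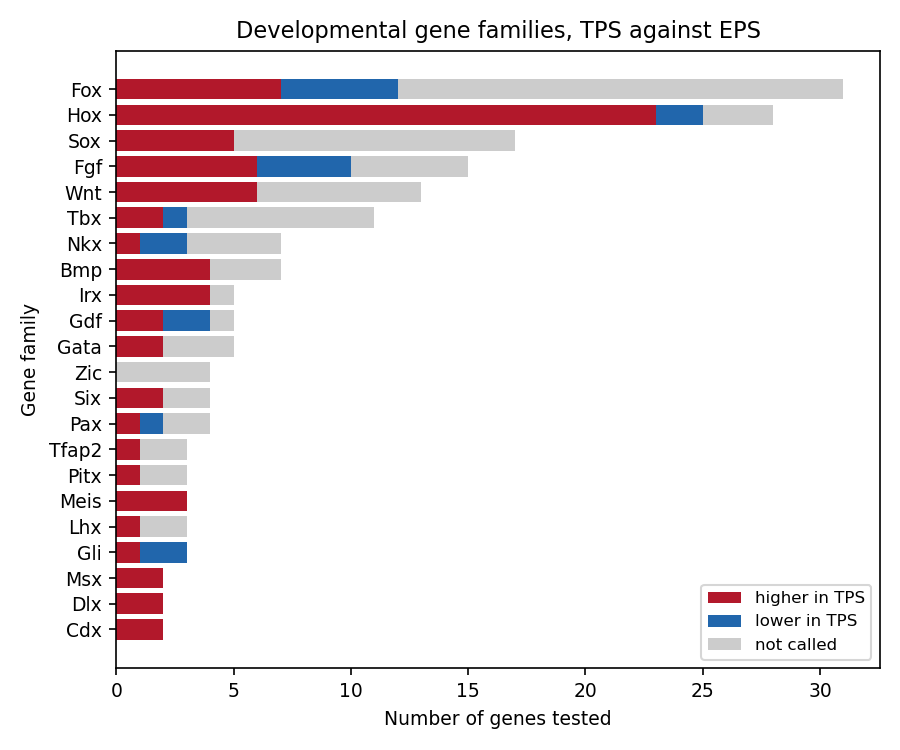
Number of tested genes in each developmental gene family, split into genes higher in TPS lines (red), lower in TPS lines (blue) and not called at an adjusted p-value under 0.05 (grey). Hox genes make up 23 of the genes higher.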

Next, we analyzed the expression levels of these DEGs in early preimplantation development. Notably, the genes upregulated in TPS cells were also highly expressed at the 2C-embryo stage, and their expression was gradually decreased at the blastocyst stage (Supplementary information, Fig. S4d). On the contrary, the genes downregulated in TPS cells were more abundantly expressed at the blastocyst stage but not the 2C-embryo stage (Supplementary information, Fig. S4d). We also identified totipotency signatures including 2399 genes that are upregulated in 2-cell totipotent embryos in comparison with epiblast cells from blastocysts using published single-cell RNA-seq data of preimplantation mouse embryos.^20^ Among these genes, 1585 genes were significantly upregulated in TPS cells compared to EPS cells (Supplementary information, Fig. S4e). These data suggest that TPS cells possess transcriptomic features that are specific to 2-cell embryos.

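The 2-cell embryo signature and the embryo data were not analysed here, so the count is given for all genes: 2509 genes were higher in TPS lines by edgeR and 3118 by DESeq2 on the same 6 lines, of which 2449 were shared. Of the 10 genes named in Fig. S4e, 9 were higher in TPS lines at an adjusted p-value under 0.05, and every TPS line lay above every EPS line for these 9. Zscan4d (ENSMUSG00000090714.10, chromosome 7 of GRCm38, 11161374 to 11166159) had 30.5 ± 6.92 CPM (SD, n = 3 lines) in TPS cells and was at least 128-fold higher than in EPS cells (edgeR adjusted p = 3e-04). Gm8300 (ENSMUSG00000079034.2, chromosome 12, 87514316 to 87518266) had 16.9 ± 1.23 CPM (SD, n = 3) in TPS cells and no counts in EPS cells, which makes it at least 70.7-fold higher (edgeR adjusted p = 0.000509). Zscan4d has 8 near-identical genes in the annotation, and the transcript of Gm8332 is 99.5% identical to that of Gm8300, so reads of both could have been split. Ddit4l had 14.9 ± 0.235 CPM (SD, n = 3) in TPS and 12.7 ± 6.71 CPM (SD, n = 3) in EPS cells, with 20.4 CPM in EPS line 1, and this difference was smaller than the spread between EPS lines (standard error 0.349, edgeR adjusted p = 0.682). From the expression of the genes higher and lower in TPS cells across embryo stages and from the overlap with its 2-cell signature, the paper proposes that TPS cells have transcriptomic features specific to 2-cell embryos.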

To further explore the transcriptomic features of TPS cells, we performed single-cell RNA-seq using TPS cells. As controls, the single-cell RNA-seq data of mouse EPS cells, ES cells, 2C-like cells and recently reported totipotent blastomere-like cells (TBLCs) were also analyzed.^14,21^ Consistent with bulk RNA-seq analysis, the majority of TPS cells expressed multiple totipotency marker genes (Fig. 2a), and their expression levels varied among the population. Among the two TPS cell lines analyzed, the percentage of *Zscan4*/*MERVL* double positive cells are 16.70% (of 10,302 cells) and 14.75% (of 8364 cells), respectively. Notably, the varied expression of totipotency marker genes was also observed in TBLCs (Supplementary information, Fig. S5a), which is consistent with a recent report.^22^ We further compared the transcriptome of these in vitro cell types with those of early embryos from 2-cell to E7.5 stages (Fig. 2b), and applied an analytical technique based on quadratic programming to quantify the transcriptomic similarity of these cell types to 2-cell embryos.^23^ The identity score of TPS cells was higher than those of other cell types (Fig. 2c), suggesting that TPS cells transcriptomically more resemble 2-cell embryos compared to other cell types.

**Fig. 2:**
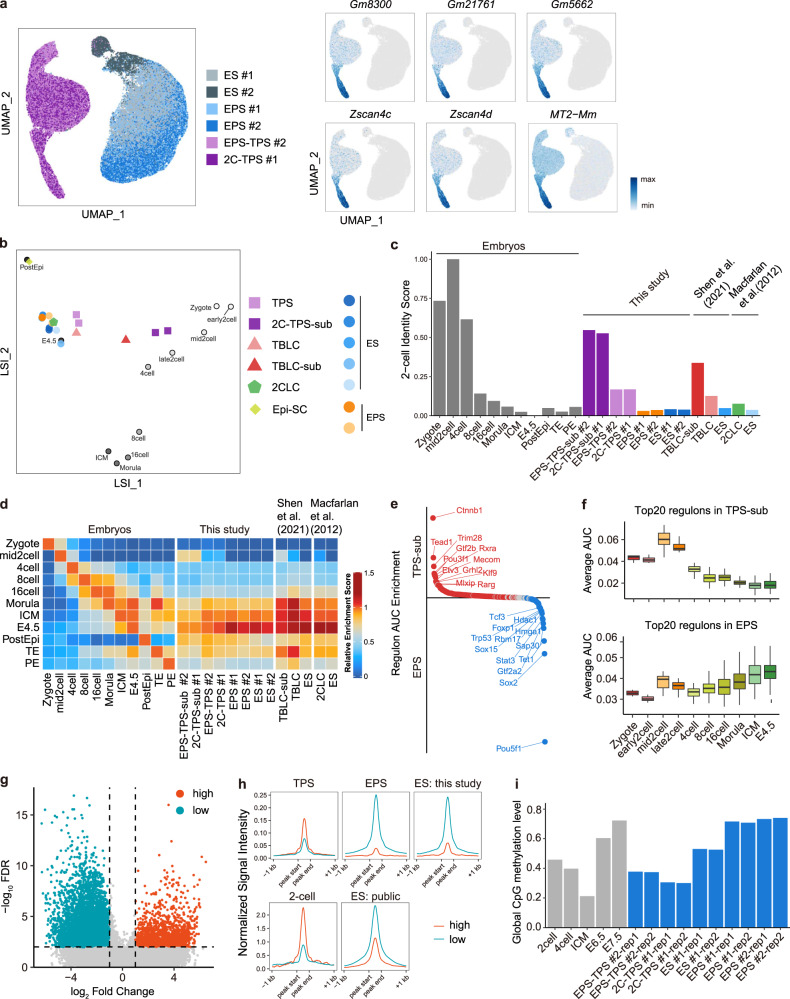
TPS cells share transcriptomic and epigenetic features with 2-cell blastomere. **a** UMAP plot showing the expression of representative totipotency marker genes in TPS, ES and EPS cells at the single-cell level. Different cell types are indicated using different colors. **b** Latent semantic indexing (LSI) analysis comparing developmental progression from zygote to postimplantation (E5.25–E7.5) epiblast with TPS cells, ES cells, EPS cells, TBLCs and spontaneous 2C-like cells. 2C-TPS-sub, TPS 2C-subpopulation; TBLC-sup, subpopulation from TBLCs; 2CLC, spontaneous 2C-like cells. The detailed method for constructing the mouse embryonic development trajectory is provided in Materials and methods section. Sequencing data of different stem cell types are from GSE33923,^14^ GSE168728,^21^ GSE74155,^66^ and GSE145609.^19^ **c** Quadratic programming-based deconvolution analysis showing the transcriptomic similarity between 2-cell embryo and different in vitro cell types. Embryonic cells from different developmental stages are included as controls. EPS-TPS-sub, TPS 2C-subpopulation from EPS-TPS cells; 2C-TPS-sub, TPS 2C-subpopulation from 2C-TPS cells; TBLC-sup, subpopulation from TBLCs; 2CLC, spontaneous 2C-like cells. **d** ssGSEA analysis showing the similarities between embryonic cells from different developmental stages and in vitro cell types. EPS-TPS-sub, TPS 2C-subpopulation from EPS-TPS cells; 2C-TPS-sub, TPS 2C-subpopulation from 2C-TPS cells; TBLC-sup, subpopulation from TBLCs; 2CLC, spontaneous 2C-like cells. **e** Comparison of regulon activities between TPS 2C-subpopulation (TPS-sub) and EPS cells. Regulons that are enriched in TPS 2C-subpopulation and EPS cells are highlighted. **f** Analysis of regulon activities at different developmental stages. The activities of top 20 regulons that are upregulated and downregulated in TPS 2C-subpopulation (TPS-sub) are quantified. **g** Identification of open and closed peaks that are enriched in TPS cells. ES and EPS cells were used for comparison. Orange color (high) indicates TPS-enriched open peaks, and blue color (low) indicates TPS-enriched closed peaks. **h** Average signal intensities of TPS-enriched open and closed peaks in TPS, ES, EPS cells and 2-cell embryos. Orange color indicates TPS-enriched open peaks, and blue color indicates TPS-enriched closed peaks. “ES: this study” indicates sequencing data of ES cell samples that were collected and sequenced in this study. “ES: public” indicates sequencing data of ES cells from public resources. **i** Comparison of global DNA CpG methylation levels in TPS, ES, EPS cells and embryonic cells from different developmental stages (2-cell, 4-cell, E6.5 and E7.5 embryos, E3.5 inner cell mass (ICM)).

Because the expression of totipotency marker genes varied among the TPS cell population, we further explored the subpopulations that reside in the TPS cell population, and identified a portion of cells (on average 9.14%) in the TPS cell population that transcriptomically resembled middle-to-late 2-cell embryos (Fig. 2b). Importantly, the identity score of this TPS subpopulation (TPS 2C-subpopulation) is the highest among all the in vitro cell types and subpopulations analyzed (Fig. 2c), which was also supported by single sample gene set enrichment analysis (ssGSEA) (Fig. 2d). We also analyzed the transcriptomic difference between the TPS 2C-subpopulation and 2-cell embryos. GO analysis revealed that genes differently expressed between this TPS 2C-subpopulation and 2-cell embryos are majorly involved in the regulation of mitotic cell cycle, proteasomal protein catabolism, nucleoside triphosphate metabolism, and oxidative phosphorylation (Supplementary information, Table S2). Using Single-Cell rEgulatory Network Inference and Clustering (SCENIC), we further analyzed the regulatory network of the TPS 2C-subpopulation and compared it with that of EPS cells. Notably, the activities of totipotency regulators were upregulated in this population, whereas those of pluripotency regulators were downregulated (Fig. 2e, f). Collectively, these data suggest that TPS cells shared totipotent transcriptional features with 2-cell embryos and a TPS cell subpopulation transcriptomically resembled middle-to-late 2C embryos.

### TPS cells share epigenetic features with 2-cell blastomeres

To characterize the epigenetic features of TPS cells, we first performed ATAC-seq for transposase-accessible chromatin on these cells at the single-cell level. As controls, EPS cells and ES cells were also analyzed. Compared to EPS and ES cells, we identified 1857 open and 8903 closed peaks that were uniquely enriched at annotated or putative enhancers and promoters in TPS cells (Fig. 2g). We further analyzed the distribution of TPS-specific open and closed peaks in 2-cell embryos and mouse ES cells. Notably, TPS-specific open loci were also highly opened in 2-cell embryos, whereas TPS-specific closed loci were in a more closed state in 2-cell embryos (Fig. 2h). We further analyzed the global DNA methylation profiles of TPS, EPS and ES cells using whole-genome bisulfite sequencing (WGBS). The global DNA methylation level in TPS cells was greatly reduced compared to those in EPS and ES cells (Fig. 2i), but similar to that in 2-cell embryos. In addition, we also observed that the DNA methylation levels were reduced in the loci of representative totipotency genes, such as *Zfp352*, *Zscan4d*, and *Tcstv1* (Supplementary information, Fig. S5b). Taken together, these results suggest that TPS cells share epigenetic features with 2-cell blastomeres in the aspects of accessible chromatin landscape and DNA methylation profiles.

### TPS cells can generate both embryonic and extraembryonic lineages in vivo

To explore the developmental potentials of TPS cells in vivo, we first injected these cells into immune-deficient mice and obtained teratomas, and analyzed these teratomas using single-cell RNA-seq. Notably, in addition to the presence of multiple embryonic lineages in the teratomas, we found that teratomas derived from TPS cells also contained extraembryonic lineages (Supplementary information, Fig. S6a, b). Next, we examined the in vivo chimera-forming ability of TPS cells, and found that TPS cells after 5 passages showed relatively higher chimera-forming ability (Supplementary information, Table S1). We also tested the germline competence of TPS cells by injecting them into 8-cell embryos and transplanting the injected embryos in vivo to generate chimeric embryos. Analysis of the E13.5 chimeric embryos showed that derivatives of these cells can efficiently form chimeras in the fetal gonads, which expressed OCT4-EGFP (Supplementary information, Fig. S6c). In addition, chimeric mice were also generated (Supplementary information, Fig. S6c).

To rigorously analyze the developmental potentials of TPS cells, we tested their ability of generating embryonic and extraembryonic lineages in E7.5 mouse embryos in vivo. To this end, TPS cells that continuously expressed tdTomato were injected into 8-cell embryos which were transferred in vivo. As a control, single 8-cell blastomeres were also injected. Notably, we observed the contribution of single TPS derivative cells to both embryonic and extraembryonic regions in E7.5 mouse chimeric embryos (Supplementary information, Table S1). Immunofluorescent analysis further confirmed that chimeric extraembryonic cells expressed EOMES in the region of extraembryonic ectoderm (ExE) (Fig. 3a, b), suggesting that they adopted an extraembryonic trophoblast fate. Meanwhile, we also noticed that cells that integrated into the visceral endoderm (VE) region expressed the VE markers SOX17 (Supplementary information, Fig. S7a), suggesting their VE identity.

**Fig. 3:**
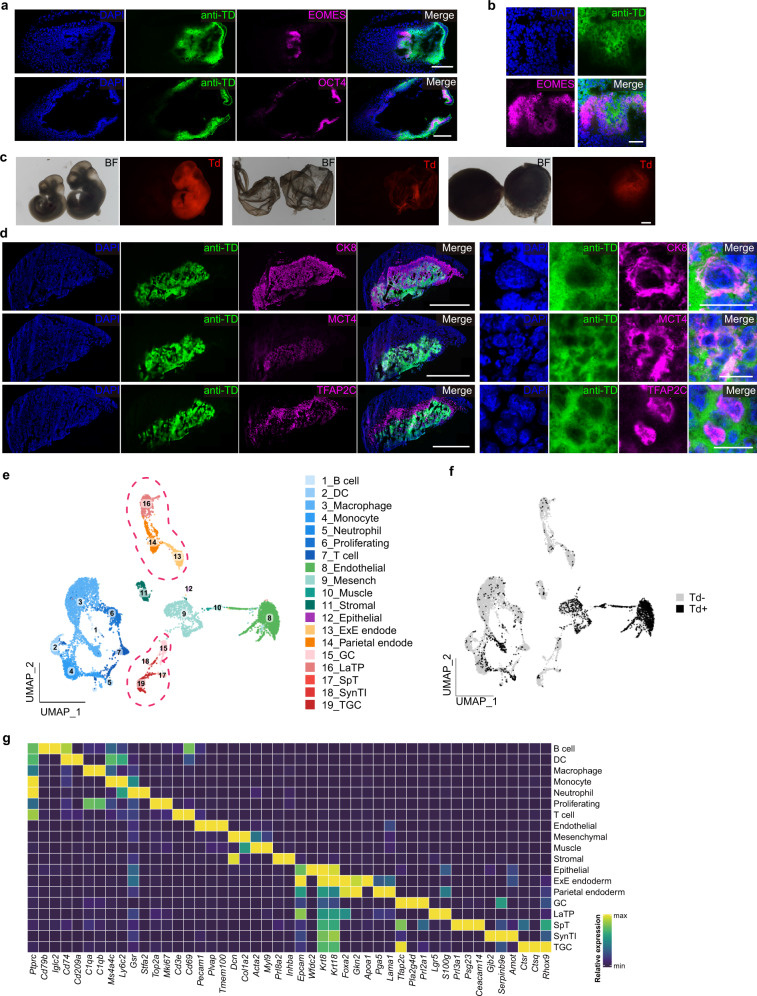
TPS cells can generate both embryonic and extraembryonic lineages in vivo. **a** Representative immunofluorescent analysis of expression of embryonic (OCT4) and extraembryonic ectoderm (EOMES) markers in chimeric derivative cells from single TPS cells in E7.5 conceptuses. The stained sections were from the same analyzed conceptus. Scale bars, 200 μm. anti-TD, immuno-staining of tdTomato protein. Similar images were obtained in at least 3 independent experiments. **b** Enlarged images showing contribution of single TPS derivatives in the extraembryonic ectoderm region. Scale bar, 50 μm. anti-TD, immuno-staining of tdTomato protein. **c** Representative images showing contribution of single TPS derivative cells in E10.5 embryo, yolk sac and placenta. Scale bar, 500 μm. Td, endogenous tdTomato. BF, bright field. Similar images were obtained in at least 3 independent experiments. **d** Representative immunofluorescent analysis of E10.5 chimeric placenta generated by injection of single TPS cells (tdTomato labeled). 2-cell embryo-derived TPS cells were used. The left panels show the original images and the right panels show the enlarged images. anti-TD, immuno-staining of tdTomato protein. Scale bars, 2 mm (left panels) and 20 μm (right panels). Similar images were obtained in at least 3 independent experiments. **e** UMAP plot showing the 19 main clusters in E17.5 chimeric placenta. Pink dotted line indicates extraembryonic cell lineages. **f** UMAP plot showing tdTomato expression in E17.5 chimeric placenta. Td+, tdTomato-positive cells. Td–, tdTomato-negative cells. **g** Heatmap showing the average expression of specific marker genes for each cluster from **f**.

Next, we analyzed the developmental potentials of single TPS cells in E10.5 mouse conceptuses (Supplementary information, Table S1). The injected mouse embryos were transferred in vivo and recovered at E10.5 stage. Notably, similar to blastomere of 8-cell embryos (Supplementary information, Fig. S7b), chimeric contribution of single TPS derivative cells to embryo, placenta and yolk sac was observed (Fig. 3c), which was also confirmed by FACS analysis (Supplementary information, Fig. S7c). To further confirm the trophoblast identity of chimeric cells in the placenta, we performed immunofluorescent analysis. Similar to the positive control of single 8-cell blastomere (Supplementary information, Fig. S7e), derivatives of TPS cells integrated into the trophoblast layers of the chimeric placentas and expressed the trophoblast markers CK8, MCT4 and TFAP2C (Fig. 3d; Supplementary information, Fig. S7d), suggesting that these chimeric cells can further differentiate into trophoblast lineages. As the negative control, we did not detect the expression of tdTomato in the non-injected placentas (Supplementary information, Fig. S7f).

To further analyze the trophoblast identity of chimeric cells in the placenta at late developmental stages, we generated E17.5 chimeric conceptuses using TPS cells (Supplementary information, Fig. S8a). We performed single-cell RNA-seq analysis using cells from the chimeric E17.5 placenta (Fig. 3e). Among the 9765 analyzed cells from the chimeric placenta, 1924 cells expressed tdTomato (Fig. 3f), indicating that they are derivatives of TPS cells. Notably, these TPS derivatives contained extraembryonic lineages expressing trophoblast subtype markers such as *Ctsq* (trophoblast giant cells), *Prl3a1* (spongiotrophoblasts), *Pla2g4d* (glycogen trophoblast cells), and *Lgr5* (labyrinth trophoblast progenitor) (Fig. 3g). Moreover, these TPS-derived trophoblast cells are transcriptomically similar to their in vivo counterparts (Fig. 3e, f). These results were further supported by qPCR analysis using FACS-purified chimeric TPS derivatives from E18.5 placenta (Supplementary information, Fig. S8b, c). To exclude the potential artifact of cell fusion in the placenta, we injected tdTomato reporter-labeled TPS cells into mouse 8-cell embryos that expressed EGFP. Importantly, the majority of chimeric tdTomato^+^ cells in the placenta did not show EGFP signal (Supplementary information, Fig. S8b). Collectively, the chimeric analyses provide strong evidence that TPS cells have extraembryonic and embryonic developmental potentials in vivo at the single-cell level.

### Induction of blastocyst-like structures from TPS cells in vitro

Because TPS cells have embryonic and extraembryonic developmental potentials, we explored whether they can be induced into blastocyst-like structures (blastoids) in vitro. FGF, BMP and Yap signalings are important for preimplantation development especially for extraembryonic lineage development,^24–27^ and we attempted to treat TPS cells with bFGF, FGF4, BMP4 and LPA. TPS cells were seeded onto AggreWell microwell plate and treated with these factors, resulting in small aggregates. Notably, these aggregates could further form cavity and morphologically resemble preimplantation blastocysts (Fig. 4a; Supplementary information, Table S1). Immunofluorescent analysis showed that blastoids induced from TPS cells expressed trophectoderm (CDX2) and epiblast (OCT4) markers (Fig. 4b).

**Fig. 4:**
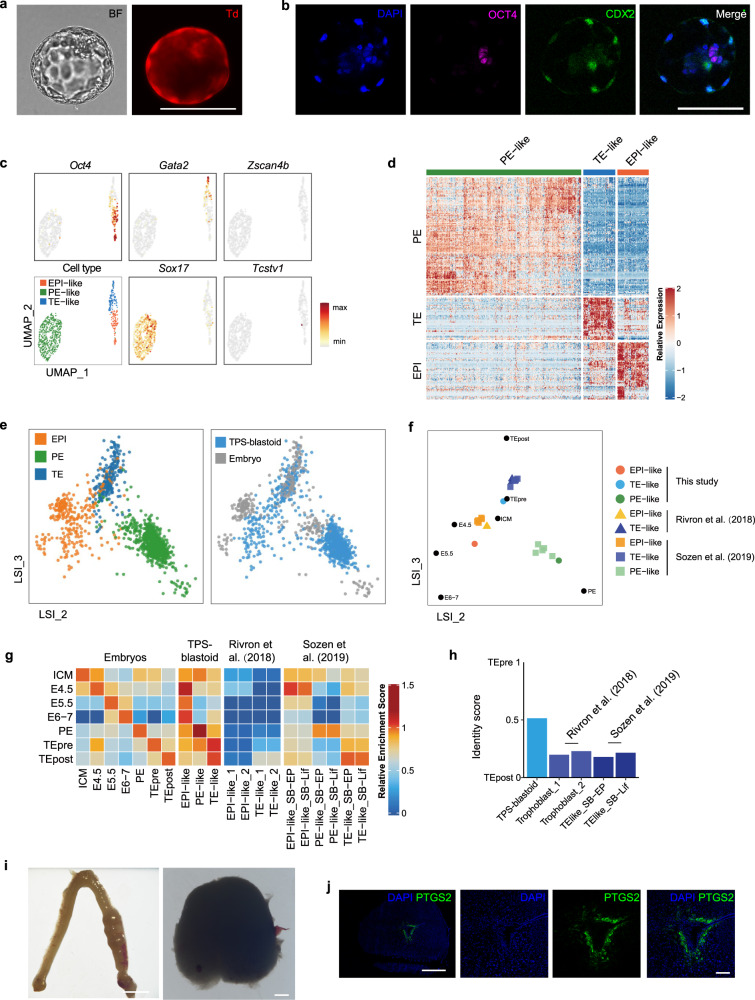
Induction of blastocyst-like structures from TPS cells in vitro. **a** Representative morphology of blastoids induced from TPS cells. Scale bar, 100 μm. BF, bright field. Td, endogenous tdTomato. Similar images were obtained in at least 3 independent experiments. **b** Representative immunofluorescent analysis of trophectoderm (CDX2) and epiblast (OCT4) marker genes in TPS-blastoids. Scale bars, 100 μm. Similar images were obtained in at least 3 independent experiments. **c** UMAP plot showing the expression of representative marker genes for epiblast, trophectoderm, primitive endoderm, and totipotency in TPS-blastoid cells at the single-cell level. EPI-like, epiblast-like cells; PE-like, primitive endoderm-like cells; TE-like, trophectoderm-like cells. **d** Heatmap showing expression of 262 representative marker genes for epiblast, primitive endoderm and trophectoderm in TPS-blastoid cells. EPI-like, epiblast-like cells; PE-like, primitive endoderm-like cells; TE-like, trophectoderm-like cells. **e** LSI analysis comparing cells from E4.5 blastocysts and TPS-blastoids. Left panel shows cell lineage assignments, and right panel shows plots for blastocyst and TPS-blastoids. EPI, epiblast; PE, primitive endoderm; TE, trophectoderm. **f** LSI analysis comparing embryonic cells from different developmental stages with blastoid cells from different studies. The single-cell RNA-seq data of blastoid cells from this study, Rivron et al.^28^ and Sozen et al.^29^ were analyzed. ICM, E3.5 inner cell mass; E4.5, E4.5 epiblast; E5.5, E5.5 epiblast; E6–7, E6–7 epiblast; PE, primitive endoderm (E4.5–E7.5); TEpre, trophectoderm from E3.5–E4.5 blastocysts; TEpost, E5.25–E6.5 extraembryonic ectoderm; EPI-like, epiblast-like cells; PE-like, primitive endoderm-like cells; TE-like, trophectoderm-like cells. **g** ssGSEA analysis showing the similarities between embryonic cells from different developmental stages and blastoid cells from different studies. The single-cell RNA-seq data of blastoid cells from this study, Rivron et al.^28^ and Sozen et al.^29^ were analyzed. SB-EP indicates cells from EPS/TS-blastoids. SB-Lif indicates cells from ES/TS-blastoids. **h** Quadratic programming-based deconvolution analysis showing the transcriptomic similarity between preimplantation trophectoderm and trophectoderm-like cells from different studies. **i** Representative images showing the formation of decidua in the mouse uterus 4 days after TPS-derived blastoids were transferred at 2.5 dpc. Scale bars, 5 mm (left image) and 500 μm (right image). Similar images were obtained in at least 3 independent experiments. **j** Representative immunofluorescent analysis of PTGS2 expression in TPS-derived decidua. Scale bars, 500 μm (left) and 100 μm (right). Similar images were obtained in at least 2 independent experiments.

To analyze the transcriptome features of TPS-blastoids, we performed single-cell RNA-seq analysis. Cluster analysis divided the analyzed 914 cells into 3 clusters, and these 3 clusters expressed markers of epiblast, primitive endoderm and trophectoderm, respectively, including *Oct4* (epiblast), *Sox17* (primitive endoderm) and *Gata2* (trophectoderm) (Fig. 4c). Among 914 analyzed cells from the blastoids, 424 cells are *Cdx2* positive (46.4%) and 176 cells are *Oct4* positive (19.2%). It is also notable that the expression of totipotency marker genes was nearly absent in the 3 clusters (Fig. 4c), suggesting that cells in the TPS-blastoids lose totipotent features. Next, a panel of 262 representative lineages markers of epiblast, primitive endoderm and trophectoderm were analyzed in the TPS-blastoid cells. Consistent with cluster analysis, the three clusters clustered well into epiblast-, primitive endoderm- and trophectoderm-like lineage, respectively (Fig. 4d). We further compared the transcriptomic features of these TPS-blastoid cells with those of E4.5 blastocyst, and found that most of the TPS-blastoid cells clustered together with blastocyst cells assigned to the same lineage (Fig. 4e).

We further analyzed the transcriptomic similarity between TPS-blastoid cells and blastocyst cells. Epiblast cells (E4.5–E7.5) and extraembryonic ectoderm cells from the post-implantation stages (E5.25–E6.5) were also included in the analysis. As controls, we also analyzed blastoids generated by combining mouse TS cells with mouse ES or EPS cells.^28,29^ Importantly, cells resembling the epiblast, primitive endoderm and trophectoderm in the TPS-blastoids were transcriptionally similar to the three lineages from the E4.5 blastocyst stage (Fig. 4f). Notably, compared to trophectoderm-like cells from TPS-blastoids, there are significant transcriptomic differences between trophectoderm-like cells from previously reported blastoids and in vivo trophectoderm (Fig. 4f). These results were further supported by ssGSEA and quadratic programming-based identity score calculation (Fig. 4g, h). Collectively, these data suggest that TPS-blastoids contain the three lineages of blastocysts, transcriptomically resembling E4.5 blastocyst.

We further evaluated the in vivo developmental potentials of TPS-blastoids. To this end, tdTomato reporter-labeled TPS-blastoids were transferred into pseudopregnant mice at 2.5 days post coitum (dpc). At 6.5 dpc, decidualization was induced by TPS-blastoids (Fig. 4i, j), which was further evidenced by the induction of PTGS2 expression in the deciduae. These results suggest that TPS-blastoids can implant and trigger decidualization in vivo.

### Mechanistic exploration of totipotency induction and maintenance in TPS cells

We attempted to explore the mechanism of totipotency regulation by the CPEC condition. Because VPA, CD1530 and EPZ004777 showed synergistic effects on induction of totipotency marker gene expression, we first focused on analyzing the molecular targets of these three compounds. Among the 3 small molecules, VPA is reported to be an HDAC inhibitor, CD1530 an RARγ agonist, and EPZ004777 a Dot1L inhibitor. To test whether these small molecules indeed target these molecular targets in TPS cells, we first analyzed the levels of histone acetylation and H3K79 methylations in TPS cells by western blotting. Compared to that in EPS cells, we found that the histone H3 acetylation level was increased whereas the H3K79 methylation level was decreased (Fig. 5a). In addition, upregulation of classical RAR downstream target genes in TPS cells was observed (Fig. 5b). Interestingly, we found that the chromatin accessibility of RARγ-binding loci in TPS cells is reduced compared to that in EPS cells, and a similar result was observed in 2-cell embryos (Supplementary information, Fig. S9a).

**Fig. 5:**
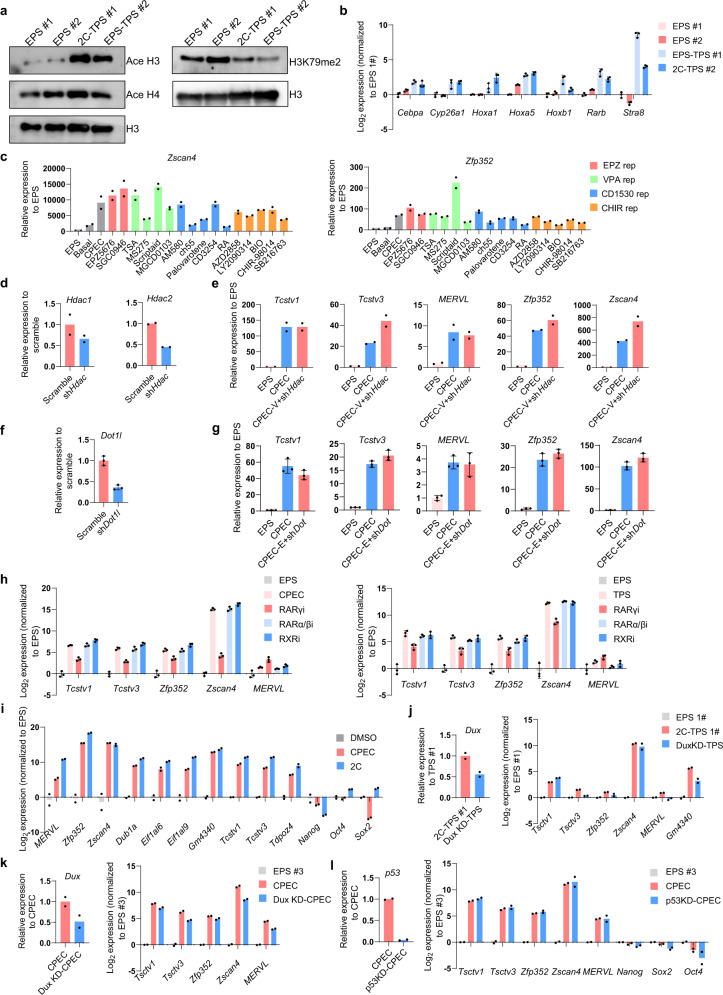
Mechanistic exploration of totipotency induction and maintenance in TPS cells. **a** Western blot analysis showing the levels of histone H3 and H4 acetylation and H3K79me2 of EPS and TPS cells. Similar results were obtained in at least 2 independent experiments. **b** qPCR analysis of expression levels of classical RAR downstream target genes in EPS and TPS cells. *n* = 3 biological replicates. **c** qPCR analysis of expression levels of representative totipotency marker genes on day 3 upon treatment of different small molecule combinations. In the CPEC condition, EPZ004777, VPA, CD1530 and CHIR 99021 were replaced by small molecules targeting DOT1L, HDAC, RA signaling and GSK3β, respectively. *n* = 2 technical replicates. Similar results were obtained in at least 2 independent experiments. EPS, EPS cells; Basal, EPS cells cultured in the basal medium of CPEC condition. EPZ rep, VPA rep, CD1530 rep and CHIR rep indicate small molecules that target DOT1L, HDAC, RA and GSK3β, respectively. **d** qPCR analysis of *Hdac1* and *Hdac2* expression in EPS cells after shRNA knockdown of *Hdac1/2*. sh*Hdac*, *Hdac1/2* shRNA. *n* = 2 biological replicates. **e** qPCR analysis of expression levels of representative totipotency marker genes on day 3 after knocking down *Hdac1/2* in EPS cells during TPS cell induction. EPS, EPS cells; CPEC-V + sh*Hdac*, replacement of VPA with *Hdac1/2* knockdown. *n* = 2 biological replicates. **f** qPCR analysis of *Dot1l* expression in EPS cells after shRNA knockdown of *Dot1l*. sh*Dot1l*, *Dot1l* shRNA. *n* = 3 biological replicates. **g** qPCR analysis of expression levels of representative totipotency marker genes on day 3 after knocking down *Dot1l* in EPS cells during TPS cell induction. EPS, EPS cells; CPEC-E + sh*Dot*, replacement of EPZ004777 with *Dot1l* knockdown. *n* = 3 biological replicates. **h** qPCR analysis of the effect of inhibiting RAR signaling on totipotency induction (left panel) and maintenance (right panel) in TPS cells. Expression of representative totipotency marker genes were analyzed. RARγi, LY2955303; RARα/βi, LE135; RXRi, UVI3003. *n* = 3 biological replicates. **i** qPCR analysis of the effect of CPEC chemical cocktail on totipotency maintenance in early preimplantation embryos. Small molecules were added from the 2-cell embryo stage for 2 days. DMSO was used as a negative control. 2C, 2-cell embryo. *n* = 2 biological replicates. **j** qPCR analysis of the effect of *Dux* knockdown on maintaining totipotency in TPS cells. Expression of representative totipotency marker genes were analyzed. Dux KD, *dux* knockdown. *n* = 2 biological replicates. **k** qPCR analysis of the effect of *Dux* knockdown on inducing totipotency from EPS cells. Expression of representative totipotency marker genes were analyzed. Dux KD, *dux* knockdown. *n* = 2 biological replicates. **l** qPCR analysis of the effect of *p53* knockdown on inducing totipotency from EPS cells. Expression of representative totipotency marker genes were analyzed. p53 KD, *p53* knockdown. *n* = 2 biological replicates.

To confirm that these small molecules indeed induce totipotency by targeting these reported targets, we first replaced VPA, EPZ004777 and CD1530 respectively with other small molecules targeting the same molecular targets, including HDAC, DOT1L, and RAR. We found that these replacements can also support the induction of totipotency marker gene expression (Fig. 5c; Supplementary information, Fig. S9b). Consistent with these results, knockdown of *Hdac1/2* and *Dot1l* could also replace VPA and EPZ004777 in induction of totipotency markers, respectively (Fig. 5d–g), and inhibition of RARγ signaling by small molecules greatly reduced the expression of totipotency markers during TPS induction and maintenance (Fig. 5h). Interestingly, qPCR analysis showed that the CPEC treatment of preimplantation embryos could facilitate the maintenance of totipotency marker gene expression in preimplantation mouse embryos beyond the 2-cell embryo stage (Fig. 5i). Taken together, these data suggest that inhibition of HDAC1/2 and DOT1L activity and activation of RARγ signaling are important for inducing totipotency in TPS cells.

Next, we sought to analyze the role of CHIR 99021 in the induction and maintenance of TPS cells. Consistent with its reported role of activating Wnt signaling by inhibiting GSK3β,^30^ TPS cells expressed β-catenin at the protein level (Supplementary information, Fig. S9c). To examine whether CHIR 99021 is required for maintaining TPS cells, we removed CHIR 99021 from the chemical cocktail during culturing of TPS cells. The omission of CHIR 99021 led to reduced proliferation during the first few passages (~3–5 passages). After further passaging, we found that CHIR 99021 is not required for the proliferation of TPS cells (data not shown). qPCR analysis further showed that the expression of totipotency marker genes in TPS cells is not affected by the omission of CHIR 99021 after long-term culturing (Supplementary information, Fig. S9d). However, we also found that the omission of CHIR 99021 can greatly reduce the in vivo chimera-forming potential of TPS cells (Supplementary information, Table S1). Therefore, CHIR 99021 is beneficial for promoting proliferation during TPS conversion and important for maintaining the in vivo developmental potency of TPS cells.

Finally, we attempted to explore the roles of known key totipotency and pluripotency regulators in the induction and maintenance of TPS cells. *Dux* is an important regulator in induction of 2C-like cells,^31,32^ and *p53* is reported to be a key upstream activator of *Dux* in induction of 2C-like cells.^33^ During the maintenance and induction of TPS cells, we found that knockdown of *Dux* expression led to downregulation of several totipotency marker genes (*MERVL*, *Zfp352*, *Tcstv3*), whereas expression of other totipotency marker genes (*Tcstv1*, *Zscan4*) was not significantly affected (Fig. 5j, k). On the other hand, *p53* knockdown did not cause decreased expression of totipotency marker genes during the induction of TPS cells (Fig. 5l). Next, we examined the role of *Oct4* and LIF signaling, the key pluripotency regulators,^34^ in the maintenance of TPS cells. Knockout of *Oct4* in TPS cells did not significantly affect the expression of totipotency marker genes (Supplementary information, Fig. S10a), whereas the proliferation of TPS cells was reduced (Supplementary information, Fig. S10b). Similar to *Oct4*, inhibition of LIF signaling by small molecules also led to an impaired proliferation of TPS cells (Supplementary information, Fig. S10c), and the expression of totipotency marker genes was not affected (Supplementary information, Fig. S10d). Collectively, these data suggest that the mechanism of totipotency regulation in TPS cells is unique and distinct from that in 2C-like cells, which requires further exploration.

## Discussion

In this study, we reported a chemical cocktail that can support the derivation of totipotent-like stem cells from 2-cell mouse embryos and EPS cells. TPS cells showed transcriptomic and epigenetic features that resemble 2-cell mouse embryos. Importantly, TPS cells have the capacity to generate both embryonic and extraembryonic lineages in vivo at the single-cell level. When self-organizing in vitro, TPS cells can form blastocyst-like structures, which transcriptomically resemble E4.5 blastocysts and can implant and trigger decidualization in vivo. Mechanistic studies showed that HDAC1/2 and DOT1L inhibition as well as RARγ signaling activation are important for inducing and maintaining totipotent features of TPS cells. These results demonstrate the feasibility of deriving and maintaining totipotent-like stem cells in vitro.

The derivation of TPS cells from 2-cell mouse embryos represents an important step toward capturing authentic totipotency in vitro. A long-standing scientific question in the stem cell field is whether totipotent stem cells can be captured from totipotent embryos,^13^ which has not been achieved. Efforts to generate totipotent-like cells, including 2C-like cells and TBLCs,^14,21^ rely solely on the conversion from pluripotent stem cells and have not been made on totipotent embryos. In contrast, our results showed that the treatment of 4 small molecules (CPEC) on preimplantation embryos could facilitate the maintenance of totipotency marker gene expression in preimplantation mouse embryos beyond the 2-cell embryo stage (Fig. 5i). Moreover, the CPEC condition permitted establishment of 2-cell embryo-derived TPS cells, which highly expressed totipotency marker genes (Fig. 1c), shared transcriptomic and epigenetic features with 2-cell embryos (Fig. 2), and have bi-directional developmental potentials which enables formation of blastoids (Figs. 3d, 4). These findings provide the proof-of-principle evidence that it is possible to directly derive totipotent-like stem cells from totipotent embryos, which represents an important step toward capturing bona fide 2-cell totipotent embryos in vitro.

Another key unique feature of TPS cells is their ability to self-organize to generate blastocyst-like structures, mimicking the natural developmental process. Upon the stimulation of natural signaling molecules that drive early preimplantation development, TPS cells can self-organize into blastoids which transcriptomically resemble in vivo E4.5 blastocyst (Fig. 4a–g). Moreover, these blastoids can implant and induce decidualization in vivo (Fig. 4i, j). Previous efforts on generation of synthetic blastocysts using pluripotent cells rely on the combined use of TS cells or reprogramming from epiblast stem cells.^28,35^ The major limitation of using TS cells is that TS-derived blastoids transcriptionally resemble postimplantation extraembryonic ectoderm (ExE) but not preimplantation trophectoderm,^36–38^ therefore the induction process is artificial and unnatural, leading to the significant transcriptomic differences between in vivo trophectoderm and trophectoderm-like cells from the TS-derived blastoids (Fig. 4f–h). Likewise, induction of blastocyst-like cysts (iBLCs) from epiblast stem cells by reprogramming does not mimic the natural developmental process.^35^ In contrast, the generation of TPS-blastoids relied on the differentiation of totipotent-like stem cells to the blastocyst lineages (Fig. 4c), which more closely resembles the process of blastocyst formation in vivo. On the other hand, unlike EPS-blastoids that contain a significant portion of intermediates and mesodermal cells,^18^ the majority of TPS-blastoids contained the three blastocyst lineages and intermediates were nearly absent (Fig. 4c, d). Therefore, TPS-blastoids avoid the limitations of previously reported synthetic blastocysts and could serve as a powerful model to recapitulate the in vivo process of blastocyst formation in vitro. It is also important to further optimize the TPS-based blastoid induction approach and explore whether they can develop into conceptuses in vivo.

Importantly, TPS cells provide a valuable in vitro platform to explore the regulation of totipotency, and clarifying the molecular targets of the small molecules used in the CPEC condition could provide a novel mechanistic insight into the regulation of totipotency.^13^ Importantly, we found that inhibition of HDAC1/2 and DOT1L activities and activation of RARγ signaling are important for inducing totipotency in TPS cells (Fig. 5a–h). Interestingly, the role of RARγ signaling in totipotency regulation is supported by a recent study showing that RA signaling is critical during the totipotency window in early development.^39^ It would be important to further explore the synergetic effect of these targets on maintenance of totipotency in embryos. Recent studies suggest that 2C-like cells do not fully recapitulate 2-cell embryos in terms of regulation of 2-cell embryo-specific genes and cautions should be taken when studying totipotency using 2C-like cells as the model system,^40^ highlighting the demand for establishing new in vitro model systems to study totipotency. Although one recent study showed the induction of TBLCs by spliceosome inhibition,^21^ this approach only enabled their conversion from pluripotent stem cells but not capturing from totipotent embryos, whereas our CPEC condition permits derivation of TPS cells from 2C embryos. In addition, the transcriptomic profiles of the TPS 2C-subpopulation are significantly closer to that of middle-to-late 2C embryos compared to that of TBLCs (Fig. 2b–d). Moreover, our CPEC condition also bypasses potential safety concerns associated with spliceosome inhibition, such as tumor induction or proliferation difficulty.^41–44^ Therefore, TPS cells have wide application potentials as a new platform favorable for studying totipotency in vitro.

While our study was being submitted for publication, a study related to this work was published,^45^ which reported an alternative chemical cocktail to support the generation of totipotent-like stem cells (TLSCs). Compared to our CPEC condition, the chemical cocktail reported by Yang et al.^45^ for generating TLSCs also included a DOT1L inhibitor, which further supports our finding that DOT1L inhibition is critical for totipotency regulation. Their chemical cocktail also contained other small molecules, such as A366 and AS8351. Nevertheless, targets of these small molecules and mechanistic roles in totipotency regulation were not studied. Most importantly, there are major differences between the study by Yang et al. and our work. First, Yang et al. developed a relatively complicated protocol to derive TLSCs from mouse preimplantation embryos. It is unclear whether the developmental potentials of these embryo-derived TLSCs were rigorously evaluated at the single-cell level or using the blastoid induction assay. In contrast, our CPEC condition supports derivation of TPS cells from both pluripotent cell lines and 2-cell embryos, and their developmental potentials have been extensively characterized (Figs. 3, 4; Supplementary information, Figs. S7 and S8). Second, unlike our study (Fig. 5i), the work by Yang et al. lacks important information of how their chemical cocktail impacted on totipotency marker genes in embryos beyond the 2-cell embryo stage, and it is unclear whether the process of generating TLSCs from the embryos reflected the nature of capturing totipotent cells, or inducing totipotency from embryonic cells. Third, despite the finding that blastoids were generated from the TLSCs, the transcriptomic similarity between TLSC-blastoids and in vivo blastocysts remains unknown. As a comparison, we performed single-cell RNA-seq analysis showing that TPS-blastoids transcriptomically resembled preimplantation mouse blastocysts. This study, together with our study, highlights the importance and utility of using the chemical approach to establish totipotent stem cells.

In summary, our study demonstrates the feasibility of deriving totipotent-like stem cells from early embryos. TPS cells would provide a useful tool for studying the mechanism of totipotency regulation as well as early preimplantation embryogenesis. Our study also opens up a new path toward capturing totipotent stem cells from other mammalian species including humans.

## Materials and methods

### Mice

The mouse strain B6-Tg (C57BL/6-tdTomato) was bought from Beijing Vitalstar Biotechnology Co., Ltd. Other mouse strains ICR and EGFP were purchased from Peking University Health Science Center Department of Laboratory Animal Science. All animal experiments were performed in accordance with the NIH guidelines. All mouse experiments were approved by the Institutional Animal Care and Use Committee of Peking University. The mice were housed in a temperature controlled room (22 ± 1 °C) with 40%–60% humidity, under a 12-h light/dark cycle between 06:00 and 18:00.

### Culture of mouse TPS cells

All cell lines were cultured under 20% O_2_ and 5% CO_2_ at 37 °C. Mouse TPS cells were cultured in CPEC medium containing N2B27 basal medium (50% DMEM/F12 (Gibco, 11330-032), 50% Neurobasal (Gibco, 21103-049), 0.5% N2 supplement (Gibco, 17502-048), 1% B27 supplement (Gibco, 12587-010), 1% GlutaMAX (Gibco, 35050-061), 1% nonessential amino acids (Gibco, 11140-050)) which promoted cell proliferation, or 1640 basal medium (RPMI Medium 1640 basic (Gibco, 22400-089), 0.5% N2 supplement (Gibco, 17502-048), 1% B27 supplement (Gibco, 12587-010), 1% GlutaMAX (Gibco, 35050-061), 1% nonessential amino acids (Gibco, 11140-050)) which enhanced totipotent molecular features, supplemented with 5% knockout serum replacement (Gibco, 10828-028), 0.2% sodium pyruvate (Gibco, 11360-070), 0.14% sodium DL-lactate solution (Sigma, L7900) and 0.1% Chemically Defined Lipid Concentrate (Gibco, 11905-031), VPA (50 μM; Selleck, S3944), CHIR-99021 (3 μM; Selleck, S1263), EPZ004777 (1 μM; Selleck, S7353) and CD1530 (0.2 μM–0.5 μM; Tocris, 2554). Mouse TPS cells were cultured on mitomycin C inactivated mouse embryonic fibroblast cells (feeders, 3 × 10^4^ cells/cm^2^). The culture medium was changed every day. TPS cells were passaged every three days with 0.05% trypsin- EDTA (Gibco, 25300-062) and seeded at a split ratio ranging from 1:3 to 1:10. To generate TPS cells, EPS cells or ES cells were dissociated and cultured on feeders in CPEC medium for the first three passages; EPS cells or ES cells were seeded at a lower split ratio of 1:3 to improve cell viability. After five passages, TPS cells were generated for further experiments.

### Derivation of mouse TPS cells from 2-cell embryos

TPS cells were derived from 2-cell embryos of B6-Tg mice. For the 2-cell embryos, the zona pellucida was removed by Acidic Tyrode’s Solution (Sigma, T1788). When the zona pellucida disappeared, the 2-cell embryos were washed three times by M2 medium (Sigma, M7167), and then, they were seeded on feeders in CPEC medium. 2–3 days later, the culture medium was replaced with the fresh CPEC medium. After 6 days, outgrowths were picked and dissected into small clumps. Four days later, outgrowths were picked again and digested by 0.05% trypsin-EDTA. Single cells were seeded on feeder in CPEC medium supplemented with Y27632 (10 μM; Tocris, 1254). TPS colonies emerged gradually. During the first five passages, it is recommended to seed the cells in CPEC medium supplemented with Y27632. On the second day, Y27632 was removed. The newly established cell lines were passaged using 0.05% trypsin-EDTA every three days, and used for further analysis.

### Transient overexpression of exogenous *Dux* in Zscan4-Emerald GFP and MERVL-tdTomato reporter cells

The plasmid containing exogenous *Dux* driven by CMV promoter was transfected into Zscan4-Emerald GFP and MERVL-tdTomato reporter cells by nucleofection. LCDM medium was used for culturing the cells after the transfection. Cells were harvested for further analysis after 3 days of transfection.

### Flow cytometry

Cells were gently digested into single cells using 0.05% trypsin-EDTA. Suspensions were filtered through a 40 μm cell strainer. Then, the samples were analyzed on CytoFLEX (Beckman Coulter). Data analysis was performed using CytExpert software.

### Cell sorting and culture of sorted cells

Cell sorting was performed on BD FACSAria SORP. MERVL-tdTomato-positive or Zscan4-Emerald GFP-positive cells were sorted and seeded on feeder with TPS medium or basal medium at density of 2 × 10^4^ cells/cm^2^. The culture medium was changed every day. The sorted cells were initially flat. However, the cells became domed after further passaging. Sorted cells were passaged every three days with 0.05% trypsin-EDTA (Gibco, 25300-062) and seeded at a split ratio ranging from 1:3 to 1:10.

### Karyotype analysis

Cells were prepared to give a 50%–70% confluence on day of sampling. After 2 h incubation with fresh medium, a Colcemid solution was added to the medium at a final concentration of 0.02 mg/mL and cells were incubated for 1 h. Then the cells were washed in PBS, trypsinized and spun down. To obtain a single cell suspension, the pellet was re-suspended in hypotonic solution (0.56% KCl), and left at room temperature for 6 min. After spinning and removing hypotonic solution, 5 mL of ice-cold fixative (3:1 methanol: acetic acid) was added dropwise to the suspension, which was left at room temperature for 5 min and then spun down. The fixing procedure was repeated for additional three times. Finally, the pellet was resuspended in a final volume of 1 mL fixative. The cells were then dropped onto slides washed by 5% acetic acid with or without ethanol (ice-cold) and stained with Giemsa. For each analysis, at least 30–40 metaphases were examined. The number of chromosomes as well as the presence of structural chromosomal abnormalities were examined.

### qPCR analysis

The total RNAs were isolated using the Direct-zol RNA Kits (ZYMO Research, R2052). RNA was converted to cDNA using TransScript First-Strand cDNA Synthesis SuperMix (TransGen Biotech, AT311). qPCR analysis was conducted using the KAPA SYBR FAST qPCR Kit (KAPA Biosystems, KK4601) with the Bio-Rad CFX Connect Real-Time System. The primers used for qPCR analysis are listed in Supplementary information, Table S3. The data were analyzed using the ΔΔCt method.

### qPCR analysis of telomere length in TPS cells

Genomic DNA was extracted from 2 × 10^5^ EPS cells, ES cells and TPS cells using the DNeasy Blood and Tissue Kit (Qiagen, 69506). Average telomere length was measured for total genomic DNA by qPCR as previously described.^46^ qPCR analysis was performed using the KAPA SYBR FAST qPCR Kit on Bio-Rad CFX Connect Real-Time System. The telomeric primers and 36B4 primers are listed in Supplementary information, Table S3. A sample of genomic DNA was diluted from 0.75 μg to 48 ng per well for standard curve calculation. The T/S ratio indicative of relative telomere length was calculated.

### In vitro induction of trophoblast stem-like cells from TPS cells

TPS cells were digested into single cells and seeded onto feeder cells, and cultured in TS conditioned medium: RPMI-1640 (Gibco, 11879-020) supplemented with 20% ES-qualified FBS, 1% L-glutamine (Gibco, 25030-081), 1% sodium pyruvate (Gibco, 11360-070), heparin (1 μg/mL; Macklin, H811552-500KU), mouse FGF4 (25 ng/mL; Bioteche, 5846-F4), human bFGF (20 ng/mL; Novoprotein, C046). After 3–4 days, cells were passaged using TS medium. Flat TS-like colonies gradually emerged after passaging. Then the culture medium was changed into serum-free FAXY-TS medium: 50% Neurobasal, 50% DMEM/F12, 0.5% N2 supplement, 1% B27 supplement, 1% L-glutamine, 1-thioglycerol (0.15 μM; Sigma, M6145), human bFGF (25 ng/mL; Novoprotein, C046), recombinant human activin A (20 ng/mL; Novoprotein, C687), XAV939 (10 μM; Selleck, S1180), and Y27632 (5 μM; Tocris, 1254).

### In vitro induction of primitive endoderm-like cells from TPS cells

TPS cells were differentiated to primitive endoderm-like cells over the course of 3 days by plating 2.5 × 10^4^ cells/cm^2^ onto matrigel-coated plates in N2B27 medium supplemented with mouse FGF4 (50 ng/mL; Bioteche, 5846-F4), retinoic acid (10 nM; Sigma, R2625), 8-Bromo cAMP (1 mM; Selleck, S7857), CHIR-99021 (3 μM; Selleck, S1263). After the emergence of XEN-like cells, XEN cells were maintained in eXEN medium: RPMI-1640 supplemented with 20% ES-qualified FBS, 1% sodium pyruvate, 1% L-glutamine, mouse FGF4 (25 ng/mL; Bioteche, 5846-F4) and heparin (1 μg/mL; Macklin, H811552-500KU).

### Immunofluorescence

The cells were fixed in 4% paraformaldehyde (DingGuo, AR-0211) at room temperature for 20 min and blocked with 3% normal donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS (Corning, 21-040-CVR) plus 0.2% Triton X-100 (Sigma-Aldrich, T8787) at room temperature for 1 h. The cells were incubated with primary antibodies at 4 °C overnight. Then the cells were incubated with secondary antibodies (Jackson ImmunoResearch) at room temperature for 1 h after being washed 3 times with PBS. The nuclei were stained with DAPI (Roche Life Science, 10236276001) at room temperature for 3 min and washed 3 times with PBS. The following primary antibodies were used: anti-ZSCAN4 (1:5000; Millipore Sigma, AB4340), anti-MERVL-Gag (1:500; Epigentek, A-2801-100), anti-OCT4 (1:500; Abcam, ab181557), anti-OCT4 (1:200; Abcam, ab27985), anti-SOX2 (1:200; Millipore Sigma, AB5603), anti-EOMES (1:500; Abcam, ab183991), anti-TFAP2C (1:500; Abcam, ab218107), anti-PDGFRA (1:200; R&D, AF1062), anti-SOX17 (1:200; R&D, AF1924), anti-SOX7 (1:200; R&D, AF2766), anti-GATA6 (1:200; R&D, AF1700), anti-CDX2 (1:200; BioGenex, MU392A).

### Teratoma assay

Mouse TPS cells were collected by trypsinization before injection. Approximately 10^6^ cells were injected subcutaneously into immunodeficient NPG mice by mixing with Matrigel. Teratomas generally developed within 2–6 weeks, and the animals were killed before the tumor size exceeded 1.5 cm in diameter. The teratomas were then digested into single cells using Collagenase IV. Then red blood cells were removed using Red Blood Cell Lysis Buffer (Thermo Fisher Scientific, 00-4333-57). The digested teratoma cells were processed for 10× Genomics single-cell RNA-seq.

### Chimera formation assay by single-cell microinjection

Cells were digested by 0.05% trypsin-EDTA, and the digested cells were filtered through a 40 μm cell strainer and centrifuged at 1200–1500 rpm for 3 min at room temperature. The supernatant was removed, and the cells were resuspended using culture medium with the addition of Y-27632 (10 μM; Tocris, 1254) and placed on the ice before injection. After being placed on ice, the digested cells should be injected after 1 h; otherwise, another batch of cells were digested for the remaining injections.

Single cells were microinjected into 8-cell ICR diploid mouse embryos. The injected embryos were cultured in the culture medium with Y-27632 (10 μM; Tocris, 1254) for the first 4 h. For the generation of chimeric blastocysts, the embryos were transferred into the KSOM medium (Merck, MR-106-D). For the generation of single-cell-derived in vivo chimeric conceptuses, chimeric embryos were cultured in KSOM medium with Y-27632 (10 μM; Tocris, 1254) addition in a humidified incubator under 5% CO_2_ at 37 °C overnight. Injected embryos were transferred to uterine horns of 0.5 dpc pseudo-pregnant females. Fetal tissues, yolk sacs and placentas were dissected from conceptuses at E7.5, E10.5, E13.5 or E17.5 developmental stages.

### Chimera formation assay by multiple-cell microinjection

For the generation of chimeric blastocyst, TPS cells were cultured in FAXY basal medium (50% Neurobasal, 50% DMEM/F12, 0.5% N2 supplement, 1% B27 supplement, 1% L-glutamine, 1-thioglycerol (0.15 μM; Sigma, M6145), supplemented with human BMP4 (100 ng/mL; Stemimmune, HST-B4-0100) and bFGF (100 ng/mL; Novoprotein, C046)) for 2 days. The cells were first digested by 0.05% trypsin-EDTA, and filtered through a 40 μm strainer. Afterward, the cells were centrifuged at 1200–1500 rpm for 3 min, and then resuspended using culture medium and placed on ice. 10–15 of the digested cells were microinjected into each 2/8-cell ICR or GFP diploid mouse embryo. Injected embryos were transferred into KSOM medium and cultured in a humidified incubator under 5% CO_2_ at 37 °C for 48–72 h till developing to E4.5. The embryos were fixed and subjected to immunostaining, and > 20 embryos were analyzed.

### Chimera formation assay of single blastomere of 8-cell embryo

Immunofluorescent 8-cell embryos’ zona pellucida was removed by Acidic Tyrode’s Solution (Sigma, T1788). When the zona pellucida disappeared, the 2-cell embryos were washed 3 times with M2 medium (Sigma, M7167). The embryos were digested by TrypLE^TM^ Select (Gibco, A1217702) 3 times and then by DNase I (Gibco, 90083) twice. Blastomeres would separate after final digestion by TrypLE^TM^ Select and DNase I at 37 °C for 5 min. Single immunofluorescent blastomere was aggregated with a zona pellucida-removed wild-type 8-cell embryo in AggreWell (Stemcell, 34415). Aggregated embryos were cultured in KSOM in a humidified incubator under 5% CO_2_ at 37 °C overnight. Aggregated embryos were transferred to uterine horns of 2.5 dpc pseudo-pregnant females. Fetal tissues, yolk sacs and placentas were dissected from conceptuses at E7.5 or E10.5 developmental stages.

### Analysis of the contribution of TPS derivatives to E13.5 fetal gonads

TPS cells were microinjected into 8-cell ICR diploid mouse embryos. Injected embryos were transferred to uterine horns of 0.5 dpc pseudo-pregnant females. E13.5 embryos were collected for analyzing the expression of tdTomato and OCT4-GFP.

### Immunofluorescence of E4.5 embryo

E4.5 embryos were washed 3 times in PBS droplets, and then fixed in 4% paraformaldehyde (DingGuo, AR-0211) droplets at room temperature for 20 min. 3% normal donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS (Corning, 21-040-CVR) plus 0.2% Triton X-100 (Sigma-Aldrich, T8787) were used to block embryos at room temperature for 1 h. Primary antibodies were diluted with blocking solution, and then incubated embryos at 4 °C overnight. The embryos were washed 3 times in PBS droplets, and then incubated with secondary antibodies (Jackson ImmunoResearch) at room temperature for 1 h. After final washes, blastocysts were transferred to confocal dish in PBS droplets covered with paraffin for imaging. Confocal microscopy imaging was performed using Leica TCS-SP8. The following primary antibodies were used: anti-tdTomato (1:2000; SICGEN, AB8181-200), anti-OCT4 (1:200; Santa Cruz Biotechnology, sc-8626), anti-PDGFRA (1:200; R&D, AF1062), anti-CDX2 (1:200; BIOGENEX, MU392A), anti-EOMES (1:500; Abcam, ab183991), anti-TFAP2C (1:500; Abcam, ab218107), anti-CK8 (1:200; Abcam, ab53280).

### Immunofluorescence of E7.5 embryo

E7.5 embryos were dissected in PBS, and then embedded in O.C.T (SAKURA, 4583). The embryos were frozen with liquid nitrogen vapor. Tissue sections of 10–15 mm thickness were cut in a cryostat microtome and transferred onto slides. The tissues were circled by PAP pen, then fixed in 4% paraformaldehyde (DingGuo, AR-0211) at room temperature for 15 min and blocked with 3% normal donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS (Corning, 21-040-CVR) plus 0.2% Triton X-100 (Sigma-Aldrich, T8787) at room temperature for 1 h. After blocking, placental tissues were incubated with primary antibodies at 4 °C overnight. Placental tissues were incubated with secondary antibodies (Jackson ImmunoResearch) at room temperature for 1 h after being washed 3 times with PBS. The nuclei were stained with DAPI (Roche Life Science, 10236276001) at room temperature for 3 min and washed 3 times with PBS. Confocal microscopy imaging was performed using Leica TCS-SP8 and Leica TCS-SP8 DIVE. The following primary antibodies were used: anti-tdTomato (1:2000; SICGEN, AB8181-200), anti-OCT4 (1:500; Abcam, ab181557), anti-EOMES (1:500; Abcam, ab183991), anti-SOX17 (1:200; R&D, AF1924).

### Immunofluorescence of E10.5 placenta

E10.5 chimeric embryos were dissected in PBS. The fetus, yolk sac and placenta were separated using fine-pointed forceps. Placentas were embedded in O.C.T (SAKURA, 4583) and frozen with liquid nitrogen vapor. The tissues were circled by PAP pen, then fixed in 4% paraformaldehyde (DingGuo, AR-0211) at room temperature for 15 min and blocked with 3% normal donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS (Corning, 21-040-CVR) plus 0.2% Triton X-100 (Sigma-Aldrich, T8787) at room temperature for 1 h. After blocking, placental tissues were incubated with primary antibodies at 4 °C overnight. Placental tissues were incubated with secondary antibodies (Jackson ImmunoResearch) at room temperature for 1 h after being washed 3 times with PBS. The nuclei were stained with DAPI (Roche Life Science, 10236276001) at room temperature for 3 min and washed 3 times with PBS. Confocal microscopy imaging was performed using Leica TCS-SP8 and Leica TCS-SP8 DIVE. The following primary antibodies were used: anti-tdTomato (1:2000; SICGEN, AB8181-200), anti-TFAP2C (1:500; Abcam, ab218107), anti-CK8 (1:500; Abcam, ab53280), anti-MCT4 (1:200; Millipore, AB3314P).

### Flow cytometry analysis of chimeric placental tissues

Chimeric EGFP^+^ placental tissues were gently isolated and digested into single cells using 0.1% Collagenase IV (Gibco, 17104019; dissolved in Ca^2+^/Mg^2+^-free PBS with 10% FBS and 100 μg/mL DNase I). Suspensions were filtered through a cell strainer (100 mm). Then, the samples were analyzed on an Arial Sorp (BD Biosciences) or CytoFLEX (Beckman Coulter) to detect the expression of tdTomato and EGFP. Data analysis was performed using FlowJo software (Ashland).

### Generation of blastoids

TPS cells were dissociated into single cells by 0.05% trypsin-EDTA. The cells were suspended in induction medium comprising: 1:1:1 mixture of TS conditioned medium, N2B27 basal medium and KSOM plus human BMP4 (100 ng/mL; Stemimmune, HST-B4-0100), human bFGF (100 ng/mL; Novoprotein, C046), mouse FGF4 (25 ng/mL; Bioteche, 5846-F4), LPA (10 μM; Sigma, 857228P) and Y27632 (10 μM; Tocris, 1254) on AggreWell (Stemcell, 34415). 3 × 10^4^ cells were seeded into one well. 4–6 days later, blastoids were formed.

### Immunofluorescence of blastoids

Blastoids were washed 3 times in PBS droplets, and then fixed in 4% paraformaldehyde (DingGuo, AR-0211) droplets at room temperature for 20 min. 3% normal donkey serum (Jackson ImmunoResearch, 017-000-121) in PBS (Corning, 21-485 040-CVR) plus 0.2% Triton X-100 (Sigma-Aldrich, T8787) were used to block embryos at room temperature for 1 h. Primary antibodies were diluted with blocking solution, and then incubated embryos at 4 °C overnight. The embryos were washed 3 times in PBS droplets, and then incubated with secondary antibodies (Jackson ImmunoResearch) at room temperature for 1 h. After final washes, blastoids were transferred to confocal dish in PBS droplets covered with paraffin for imaging. Confocal microscopy imaging was performed using Leica TCS-SP8. The following primary antibodies were used: anti-OCT4 (1:500; Abcam, ab181557), anti-CDX2 (1:200; BioGenex, MU392A).

### Western blot

For detection of histone proteins, the histone proteins were isolated from 5 × 10^6^ cells using histone protein extraction kit (beibokit, BB-3117). For detection of β-catenin protein, whole-cell protein extracts were isolated from 5 × 10^6^ cells using RIPA lysis buffer (Beyotime Technology Technology, P0013B) supplemented with protease inhibitor cocktail (Thermo Fisher Scientific, 78443) and phosphatase inhibitor cocktail (Thermo Fisher Scientific, 78428). The protein amount was determined using the Bicinchoninic acid (BCA) assay kit (Applygen, P1511). Blots were incubated in 5% skimmed milk powder/TBST at room temperature for 1 h, and then they were incubated with the following antibodies in 5% BSA or 5% skimmed milk powder/TBST at 4 °C overnight: anti-histone H3 (1:1000; Abcam, ab1791), anti-acetyl-histone H3 (1:1000; Millipore, 06-599), anti-acetyl-histone H4 (1:1000; Millipore, 06-866), anti-dimethyl-histone H3 (Lys79) (1:1000; Millipore, 04-835), anti-β-catenin (1:2000; Cell Signaling Technology, 8480), anti-GAPDH (1:4000; Applygen, C1312). The blots were washed using TBST, and further incubated with secondary antibodies for 1 h at room temperature while shaking. The following secondary antibodies were used: goat anti-rabbit IgG, HRP-linked antibody (1:3000; ZSGB-BIO, ZB-2301) and goat anti-mouse IgG, HRP-linked antibody (1:3000; ZSGB-BIO, ZB-2305). The blots were developed using western blotting luminol reagent (Santa Cruz, sc-2048).

### Generation of *p53* and *Dux* knockdown mEPS and mTPS cell lines

mEPS or mTPS cells carrying a Zscan4-Emerald GFP reporter were co-transfected with px330 plasmids (Addgene, 42230) encoding Cas9 and sgRNAs by nucleofection (4D-Nucleofector System, Lonza). The whole cells were collected to extract total RNAs for further analysis by qPCR.

### shRNA knockdown

*Hdac1/2* or *Dot1l* shRNAs were transfected into EPS cells by nucleofection (4D-Nucleofector System, Lonza). Then EPS cells were cultured in LCDM for two days. On the third day, EPS cells were transfected with the same shRNAs by nucleofection, and the cells were seeded in the CPEC medium or CPEC medium without VPA/EPZ004777. The medium was changed daily. Puromycin (0.8 μg/mL) was added in the culture medium to enrich cells expressing shRNAs. After three days, the cells were collected and total RNAs were isolated for qPCR analysis.

### Induction of *Oct4* knockout in TPS cells

*Oct4* conditional knockout mouse ES cell line ZHBtc4^47^ were converted to TPS cells using the CPEC condition for > 5 passages. Then tetracycline (1 μg/mL) was added in the CPEC medium to induce *Oct4* knockout in ZHBtc4-TPS cells. After 3 days of treatment, the proliferation state of these cells was examined. Then treated and untreated cells were collected and total RNAs were isolated for qPCR analysis.

### Analysis of the effect of CPEC chemical cocktail on totipotency maintenance in mouse preimplantation embryos

Mouse middle 2-cell embryos were collected and treated with the CPEC chemical cocktail (500 μM VPA, 1 μM EPZ004777, 0.5 μM CD1530, 3 μM CHIR 99021) in the KSOM medium. The KSOM medium supplemented with DMSO was used as a control. 48 h later, embryos were collected and lysed using Trizol reagent. Total RNAs were extracted from the lysates, and further used for cDNA synthesis. cDNAs were prepared and amplified using the Smart-seq2 approach. The amplified cDNA product was diluted 10-fold as required by the qPCR template. qPCR analysis was conducted using the KAPA SYBR FAST qPCR Kit (KAPA Biosystems, KK4601) on a Bio-Rad CFX Connect Real-Time System. The primers used for qPCR are listed in Supplementary information, Table S1.

### Analysis of the effects of HDAC inhibition, DOT1L inhibition, RAR activation/inhibition and LIF signaling on induction of totipotency in TPS cells using small molecules

EPS cells were seeded onto feeder cells. VPA, EPZ004777, CD1530 and CHIR 99021 were removed from the CPEC medium individually, and small molecules target the same target were added, respectively. After 3 days of induction, the cells were collected for further analysis. Small molecules replacing VPA included TSA (1 nM; Selleck, S1045), MS275 (1 μM; Selleck, S1053), Scriptaid (1 μM; Selleck, S8043), MGCD0103 (20 nM; Selleck, S1122). Small molecules replacing EPZ004777 included EPZ5676 (3 μM; Selleck, S5676) and SGC0946 (0.05 μM; Selleck, S7079). Small molecules replacing CD1530 included AM580 (0.05 μM; Selleck, S2933), ch55 (0.05 μM; MCE, HY-107397), Palovarotene (0.01 μM; MCE, HY-14799), CD3254 (50 nM; MCE, CD3254) and RA (0.5 μM; MCE, HY-14649). Small molecules replacing CHIR 99021 included AZD2858 (2 μM; MCE, HY-15761), LY2090314 (1 μM; MCE, HY-16294), BIO (2 μM; MCE, HY-10580), CHIR 98014 (2 μM; MCE, HY-13076), and SB216763 (10 μM; MCE, HY-216763). To inhibit RAR signaling during culturing of TPS cells, RARγ inhibitor LY2955303 (1 μm; MCE, HY-107765), RARα/β inhibitor LE135 (2 μm; MCE, HY-107436), and RXR inhibitor UVI3003 (1 μm; MCE, HY-107500) were individually added into the CPEC medium. To inhibit LIF/STAT3 signaling during culturing of TPS cells, AG490 (10 μM; MCE, HY-12000), Niclosamide (1 μM; MCE, HY-B0497), JAK inhibitor (10 μM; Millipore, 420097) were individually added into the CPEC medium. After 4–6 passages, cells were collected for further analysis.

### Bulk RNA-seq analysis

Total RNA was isolated from mouse TPS and EPS cells using the RNeasy Mini Kit (Qiagen, 74106). RNA-seq libraries were constructed by using magnetic beads with oligo (dT) enriched mRNA. After that, fragment buffer was added to break the mRNA into short segments. Using mRNA as template, a strand of cDNA was synthesized using six base random primers. Then buffer, dNTPs, DNA polymer I and RNase H were added to synthesize two-strand cDNAs, which were purified using AMPURE XP beads. The purified double-stranded cDNAs were repaired, A-tailed and sequenced, and then the fragment size was selected by AMPURE XP beads. Finally, PCR amplification was carried out and PCR products were purified with AMPURE XP beads to obtain the final library. The fragmented and randomly primed 2× 100-bp paired-end libraries were sequenced using an Illumina HiSeq 2500. The sequencing reads generated were mapped against mouse genome build GRCm38.p6 for mouse using STAR v2.7.3a. The read counts for each gene were calculated, and the expression values of each gene were normalized using TPM. Hierarchical clustering analysis was performed using the PCA function from the package FactoMineR and the ward.D algorithm in R software. DEG analysis was performed using DESeq2 and filtered by adjusted *P* < 0.05. GO analysis was performed using the package topGO and org.Mm.eg.db. Single-cell RNA-seq data of mouse preimplantation embryos (GSE45719^20^) was reanalyzed and the original counts were normalized using TPM. The TPM matrix was used for calculating the average expressions of DEGs between TPS and EPS cells in the preimplantation embryos at different developmental stages. Box plots were used to show the expression of these genes during preimplantation development. To identify totipotent signatures of 2-cell embryos, Seurat objects were constructed using the default parameters from the expression matrix of single-cell RNA-seq data of mouse preimplantation embryos (GSE45719). The top 2000 most variable genes were identified using the ‘vst’ algorithm, and further standardized and normalized for PCA analysis. Genes from the top 11 PCA components were used to construct the KNN map and Uniform Manifold Approximation and Projection (UMAP) map. The epiblast population was identified from the blastocyst cells by the co-expression of Oct4, Nanog and Sox2. DEGs between 2-cell embryos and epiblast cells were identified using FindMarkers (logfc.threshold = 1, min.pct = 0.6, test.use = ‘DESeq2’). A total of 2399 genes were identified as 2-cell embryo enriched genes (*P*adj < 0.0001).

### 10× Genomics single-cell RNA-seq

Cells were washed and resuspended in 1× PBS (calcium and magnesium free) containing 10% FBS. Cell viability was determined by Countstar, and the density of living cells were adjusted to 300–600 living cells/μL. Cell suspension was loaded onto the Chromium single cell controller (10× Genomics). Chromium Single Cell 3ʹ GEM, Library and Gel Bead Kit v3.1 (10× Genomics, 1000075), and Chromium Single Cell B Chip Kit (10× Genomics, 1000074) were used to generate single-cell gel beads in the emulsion according to the manufacturer’s protocol. In short, single cells were suspended in PBS containing 0.04% BSA. About 6000 cells were added to each channel, and the target cells were recovered (~3000 cells). Captured cells were lysed and the released RNAs were barcoded through reverse transcription in individual GEMs. Reverse transcription was performed on a S1000TM Touch Thermal Cycler (Bio-Rad) at 53 °C for 45 min, followed by 85 °C for 5 min, and held at 4 °C. The cDNA was generated and then amplified, and the cDNA quality was assessed using an Agilent 4200 (performed by CapitalBio Technology, Beijing). Single-cell RNA-seq libraries were constructed using Single Cell 3ʹ Library and Gel Bead Kit V3.1 according to the manufacturer’s introduction. The libraries were finally sequenced using an Illumina NovaSeq 6000 sequencer with a sequencing depth of at least 100,000 reads per cell with paired-end 150 bp (PE150) reading strategy (performed by CapitalBio Technology, Beijing).

### 10× Genomics ATAC-seq

Cells were washed and resuspended in 1× PBS (calcium and magnesium free) containing 10% FBS. Cell viability was determined by Countstar. The nuclei were isolated and washed according to the method provided by 10× Genomics: “Nuclei Isolation for Single Cell ATAC Sequencing (CG000169)”. Then the nucleus was resuspended by chilled Diluted Nuclei Buffer (10× Genomics; 2000153). The volume of Diluted Nuclei Buffer used to resuspend nuclei was based on the number of starting cells and the final target nuclei concentration. Countstar (Rigel S2) was used to count the nuclei. The nuclei were then immediately proceeded to construct single-cell ATAC-seq libraries. The nuclei were partitioned into nanoliter-scale GEMs by using Chromium Chip E Single Cell Kit (10× Genomics; 1000156) and Chromium Single Cell ATAC Library & Gel Bead Kit (10× Genomics; 1000110). A pool of ~750,000 10× barcodes was sampled to separately and uniquely index the transposed DNA of each individual nucleus. Then the libraries were generated (performed by CapitalBio Technology, Beijing). The libraries were sequenced using an Illumina NovaSeq sequencer with a sequencing depth of at least 25k read pairs per nucleus with paired-end 50 bp (PE50) reading strategy.

### WGBS

Genomic DNAs were extracted using DNeasy Blood and Tissue Kit (Qiagen, 69504). 100 ng genomic DNAs were fragmented into ~200 bp by Covaris. Then DNAs were bisulfite-converted using EZ DNA Methylation-GoldTM Kit (Zymo, D5005). Bisulfite-converted DNA was captured using Accel-NGS Methyl-Seq DNA Library Kit (Swift Biosciences, 30024). Library samples were sequenced by Illumina NovaSeq 6000 sequencer.

### Single-cell RNA-seq preprocessing

The single-cell RNA-seq data were collected and mapped to mouse reference genome mm10 using Cell Ranger 3.1.0 for all our samples. We performed preprocessing using Seurat 3.2.3^48^ in R environment version 3.6.3. In detail, quality control was firstly performed to remove the cells with (1) total UMI counts < 2000, (2) detected gene number < 1500, or (3) mitochondrial UMI counts > 20%. The normalization was performed using function NormalizeData with default parameters. We performed the standard Seurat clustering pipeline using the following functions: FindVariableFeatures with 2000 genes, ScaleData, RunPCA, FindNeighbors with first 10 PCs, and FindClusters with resolution 1.2. Then we checked the doublet scores using function doubletCells of R package scran for each sample. The scores were evenly distributed across clusters, indicating that there is no inter-cluster doublet detected, therefore we kept all cells for later analysis. We performed batch effect correction using R package Harmony.^49^ The UMAP dimension reduction was performed with first 10 corrected PCs using function RunUMAP. The DEGs were analyzed using function FindMarkers based on normalized gene expression.

### Transcriptional integration analysis of embryo development states and different stem cells

#### Public dataset collection

We collected 12 public datasets to construct a mouse embryonic development trajectory as reference (GSE45719,^20^ GSE109071,^50^ GSE44183,^51^ GSE71434,^52^ GSE66582,^53^ GSE70605,^54^ GSE100597,^55^ GSE84892,^56^ DRP005519,^57^ GSE121708,^58^ GSE136714,^59^ and GSE145609^19^). From these datasets, we used cells from zygote to E7.5 EPI, together with extraembryonic lineages. The cells of epiblast lineage after embryonic day 5 were defined as post-implantation epiblasts.

We also collected 4 stem cell datasets for comparison with our data (GSE33923,^14^ GSE168728,^21^ GSE74155,^53^ and GSE145609^19^). From these datasets, ESCs, EPSCs, Primed EpiSCs, 2CLCs, TBLCs were used in later analyses.

Raw sequencing data of all public datasets were downloaded and subjected to preprocessing following the same procedures to obtain normalized expression data using the same measurement with our data (logTP10K, log normalized transcripts per 10 thousand).

#### Embryonic development trajectory construction

To integrate multiple datasets together to form a continuous development trajectory, we performed latent semantic indexing (LSI) projection as previously described.^60^ In detail, we used GSE45719 and GSE109071 as ‘stem’ datasets and combined them directly. We chose these two datasets for the reasons: (1) they were both sequenced using Smart-Seq2, (2) they both had enough cell numbers for each development state to identify biological variance along the trajectory, and (3) they were widely used for comparison in previous researches. We performed LSI dimension reduction on cells of these two datasets with top 2000 variable genes. Other 10 datasets were then projected to the LSI space. The coordinates of all cells in LSI space were only used for visualization.

#### Stem cell data integration

To compare stem cells from multiple datasets with embryonic development stages, we projected the stem cell data to the LSI space mentioned above. Due to the low sequencing depth of 10× platform for each cell, we combined the cells in our data and GSE168728 to pseudo-bulk samples. The first two LSI dimensions of stem cell samples and cells of epiblast lineage were visualized. The cells of the same development stage were represented as one point at the median of their coordinates.

#### Calculation of embryonic development stage signatures

We calculated gene signature for each embryonic development stage by combing multiple DEG fold change values to a comprehensive score for each gene using weighted average. The DEGs were calculated using DESeq2^61^ for multiple datasets, respectively.

#### ssGSEA

We performed ssGSEA to quantify the similarity between stem cell samples and embryonic development stages using R package GSVA. As control, cells along the embryonic development trajectory were combined and subjected to the same analysis. The enrichment score for each signature was further normalized by dividing the value that positive control can reach for better visualization.

#### Embryonic stage identity analysis

To evaluate the degree of similarity between stem cell samples and given embryonic stages, we performed a quadratic programming-based deconvolution analysis using the R package quadprog as previously described.^23^

### Transcriptional integration analysis of blastocysts and blastoids

We constructed a blastocyst development trajectory using the cells after E3.5 subset from the whole embryonic development trajectory using the same procedure as mentioned above. Our blastoid data were collected and preprocessed in the same way as described above. Two public datasets were collected for comparison (GSE99786^28^ and GSE134240^29^). The LSI projection, ssGSEA, and identity score analysis were performed as described above.

### Single-cell gene regulatory network analysis

We performed SCENIC^62^ analysis on our data following the standard pySCENIC pipeline (https://pyscenic.readthedocs.io/en/latest/index.html). The regulon activities for cells in other datasets were calculated using R package AUCell.

### Single-cell ATAC-seq analysis

The single-cell ATAC-seq data were collected and mapped to mouse reference genome mm10 using Cell Ranger ATAC 1.2.0 for all our samples. The downstream analyses were performed following the standard ArchR^63^ pipeline (https://www.archrproject.com). We collected public ATAC-seq data of mouse preimplantation embryos (GSE66581^53^) for comparison analysis.

### WGBS analysis

We followed the standard Bismark^64^ workflow to perform mapping, deduplication, and methylation extraction (https://github.com/FelixKrueger/Bismark) for all our samples. Only CpG sites were used for further analysis and visualization. We collected public methylome data of mouse embryos (GSE56697^65^) for comparison analysis.

## Supplementary information

Supplementary information, Figure S1

Supplementary information, Figure S2

Supplementary information, Figure S3

Supplementary information, Figure S4

Supplementary information, Figure S5

Supplementary information, Figure S6

Supplementary information, Figure S7

Supplementary information, Figure S8

Supplementary information, Figure S9

Supplementary information, Figure S10

Supplementary information, Table S1

Supplementary information, Table S2

Supplementary information, Table S3

## Data Availability

The RNA-seq, WGBS, single-cell RNA-seq and single-cell ATAC-seq data generated during this study are available at GEO: GSE183522. Additional data are available upon request.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 1 — Supplementary information, Figure S1

## Supplementary Figure 1

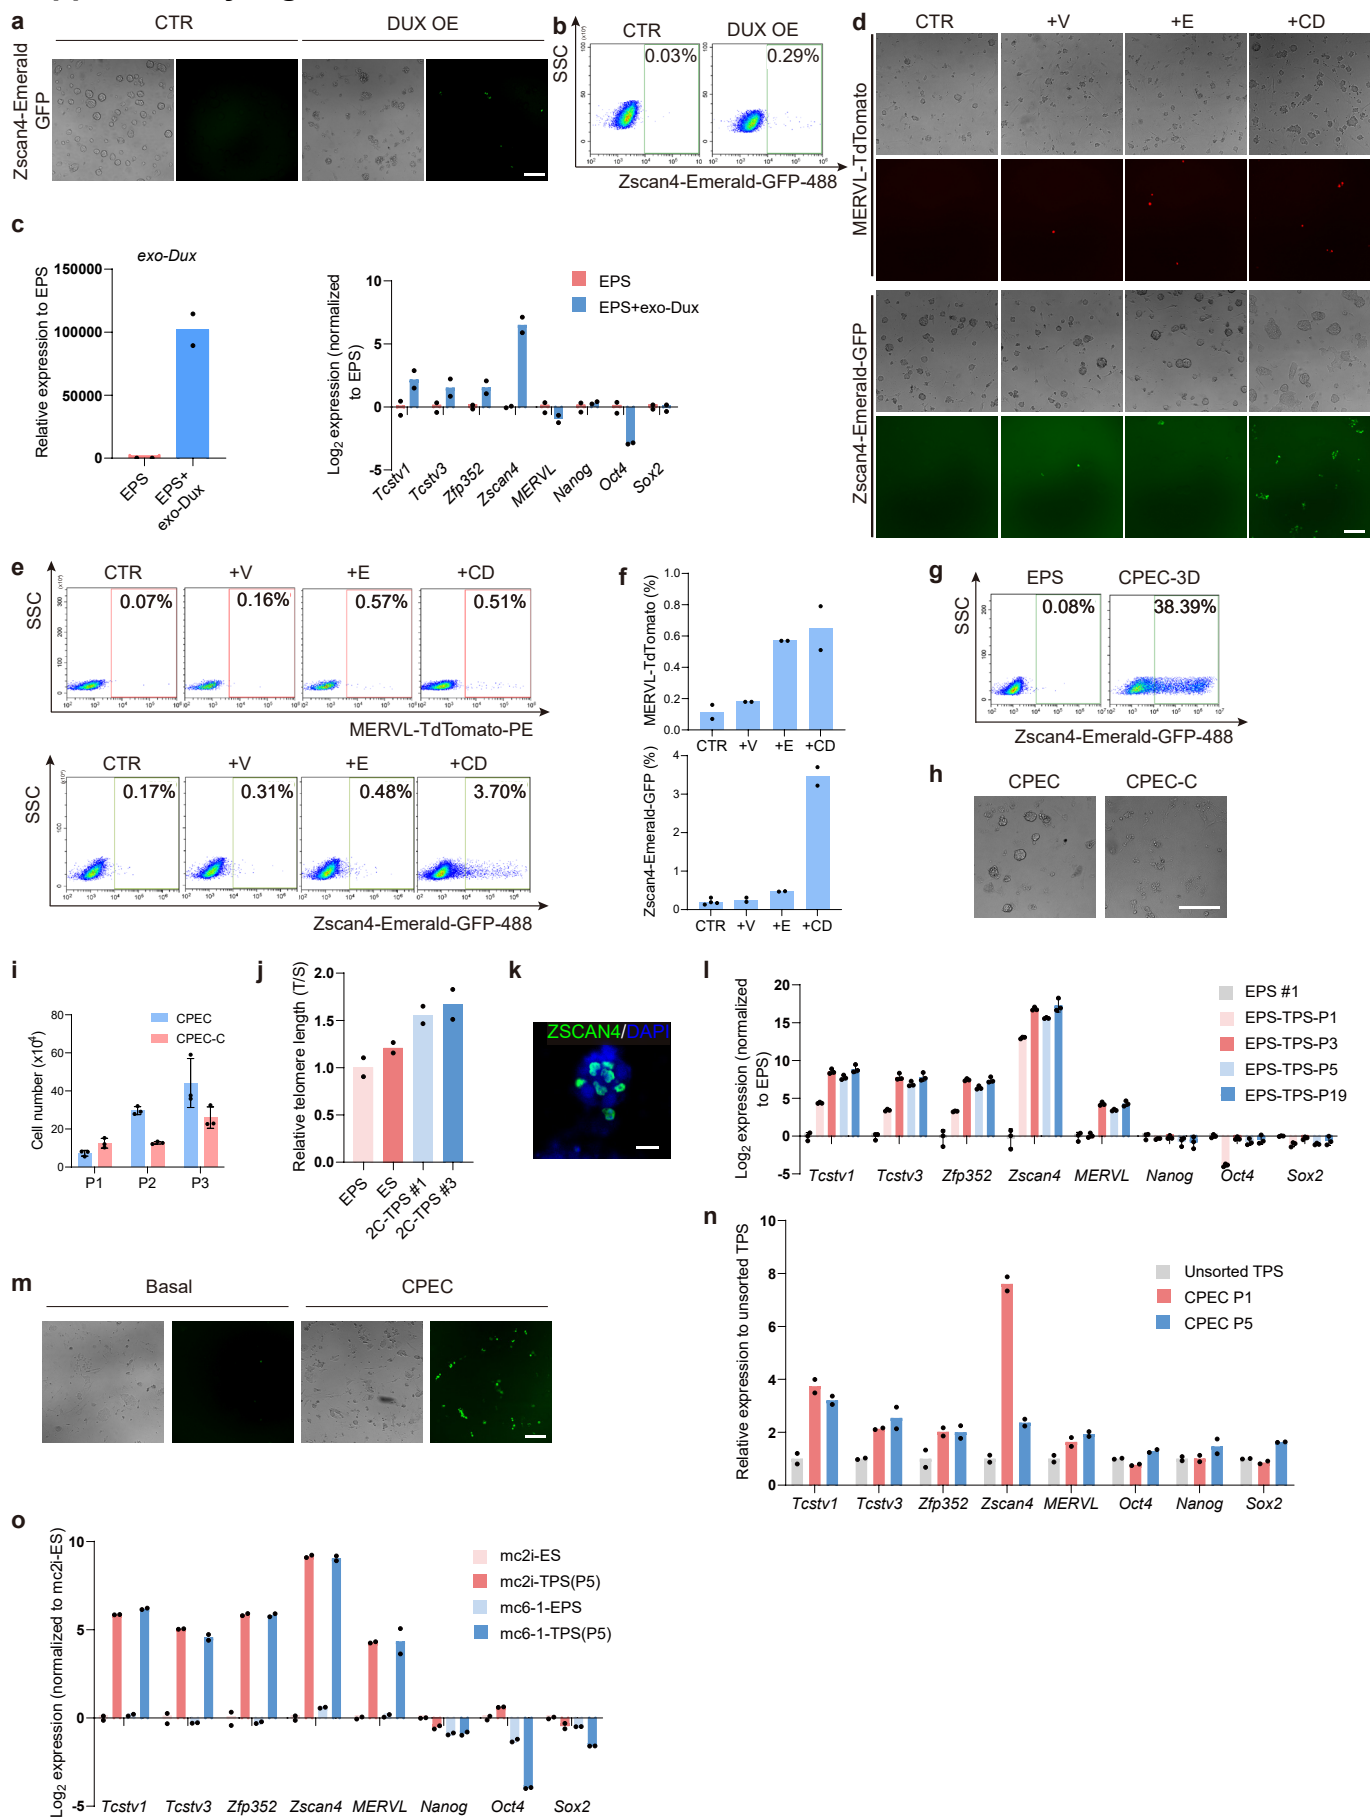

**Figure S1. Identification of small molecules that can increase the percentage of cells expressing totipotency marker genes.**

- a. Representative images showing the effect of exogenous *Dux* transient overexpression on activating Zscan4 reporter expression in EPS cells on day 3. Scale bar, 200  $\mu$ m. CTR, control. DUX OE, exogenous *Dux* overexpression.
- b. Representative flow cytometry analysis of the effect of exogenous *Dux* transient overexpression on activating Zscan4 reporter expression in EPS cells on day 3. The percentage of Zscan4-Emerald-GFP positive cells was shown. CTR, control. DUX OE, exogenous *Dux* overexpression.
- c. Q-PCR analysis of expression of exogenous *Dux* (left panel) and totipotency and pluripotency marker genes (right panel) upon exogenous transient overexpression of *Dux*. exo-*Dux*, exogenous *Dux* overexpression. N = 2 biological replicates.
- d. Representative images showing the effect of VPA, EPZ004777, and CD1530 on activating Zscan4 or MERVL reporter expression in EPS cells. Scale bar, 200  $\mu$ m. V, VPA. E, EPZ004777. CD, CD1530. CTR, N2B27 medium supplemented with CHIR 99021.
- e-g. Representative flow cytometry analysis of the percentage of Zscan4 or MERVL positive cells in EPS cells on day 3 after treatment of small molecules. For (f), N = 2 biological replicates. V, VPA. E, EPZ004777. CD, CD1530. CTR, N2B27 medium supplemented with CHIR 99021. EPS, EPS cells. CPEC-3D: EPS cells treated with 4 small molecules (VPA, CHIR 99021, EPZ004777, CD1530) for 3 days.
- h. Representative images showing the effect of CHIR 99021 on cell proliferation during inducing TPS cells. Scale bar, 200  $\mu$ m. CPEC-C, CPEC condition without CHIR 99021.
- i. Cell number analysis showing that CHIR 99021 promote cell proliferation during the conversion of TPS cells. N = 3 biological replicates. CPEC-C, CPEC condition without CHIR 99021.
- j. Q-PCR analysis of telomere length in TPS, ES and TPS cells. N = 2 biological replicates.
- k. Representative immunofluorescent analysis of ZSCAN4 expression in TPS cells. Scale bar, 200  $\mu$ m.
- l. Q-PCR analysis of the expression of totipotency and pluripotency marker genes during inducing TPS cells from EPS cells at different passages. EPS, EPS cells. EPS-TPS-P1/3/5/19: converted cells at passage 1/3/5/19. N = 3 biological replicates.
- m. Representative images showing sorted Zscan4-Emerald GFP positive cells cultured using the basal medium and CPEC-medium. Scale bar, 200  $\mu$ m. Basal, basal medium of CPEC condition.
- n. Q-PCR analysis of expression levels of representative totipotency and pluripotency marker genes in sorted Zscan4 positive cells cultured in CPEC-medium at passage 1 and 5 (CPEC-P1, CPEC-P5). N = 2 technical replicates. Similar results were obtained in at least 2 independent experiments.
- o. Q-PCR analysis of expression levels of representative totipotency and pluripotency marker genes in TPS cells converted from 2i/LIF-ES (mc2i-ES) and LCDM-EPS (mc6-1-EPS) respectively. N = 2 technical replicates. Similar results were obtained in at least 2 independent experiments.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 2 — Supplementary information, Figure S2

Supplementary Figure 2

a

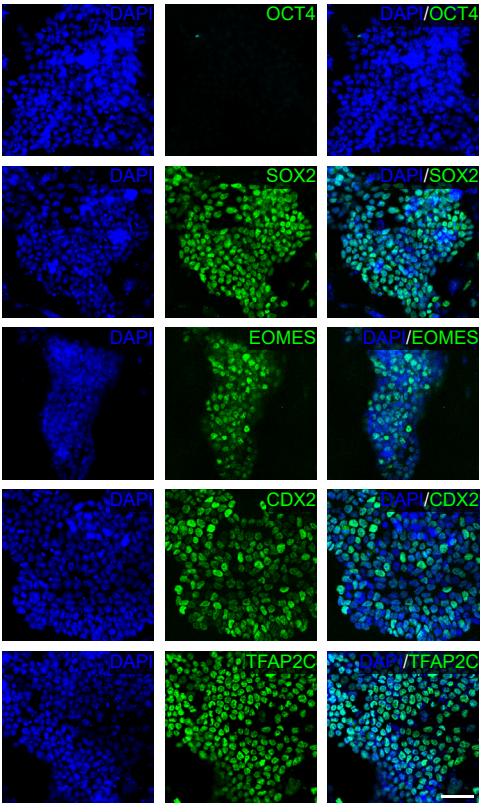

b

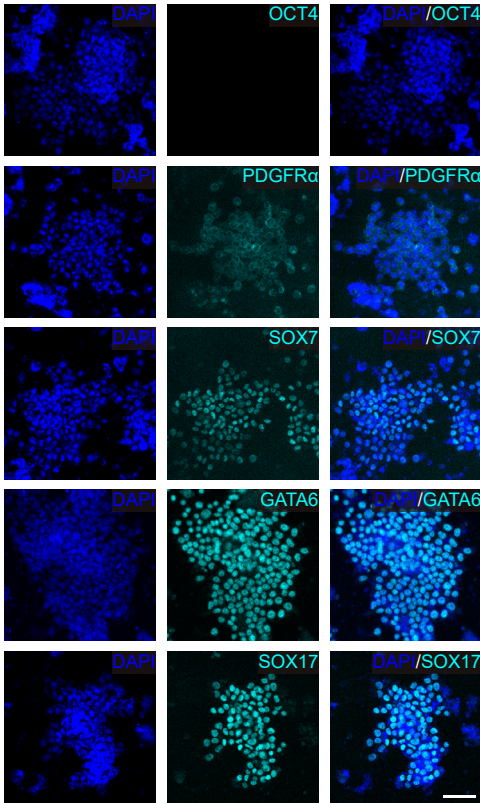

**Figure S2. *In vitro* analysis of extraembryonic developmental potentials of TPS cells.**

- a. Representative immunofluorescent analysis showing the expression of TS markers (CDX2, EOMES, TFAP2C, SOX2) and pluripotency marker OCT4 in TS-like cells. Scale bar, 50  $\mu$ m.
- b. Representative immunofluorescent analysis showing the expression of PE markers (GATA6, PDGFR $\alpha$ , SOX7, SOX17) and pluripotency marker OCT4 in PE-like cells. Scale bar, 50  $\mu$ m.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 3 — Supplementary information, Figure S3

Supplementary Figure 3

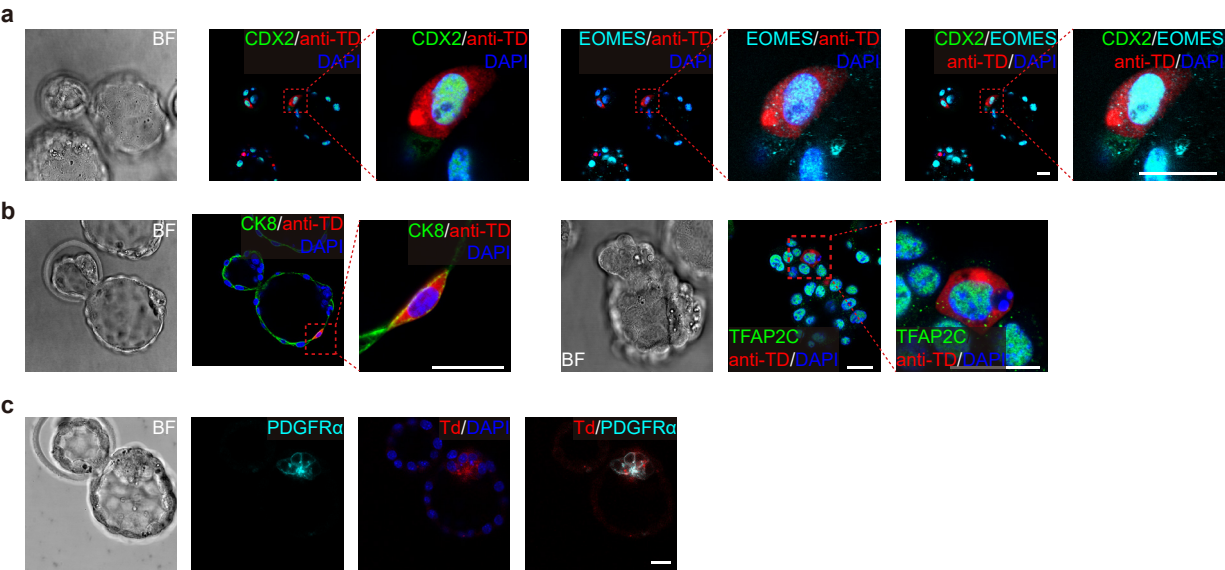

**Figure S3. Immunofluorescent analysis of blastocysts with chimeric TPS derivatives *in vitro*.**

a-c. Representative immunofluorescent images showing contribution of TPS derivatives in trophoectoderm (CDX2, EOMES, CK8, TFAP2C) and primitive endoderm (PDGFR $\alpha$ ) in mouse blastocysts. For fluorescent images, the left panels show the original images and the right panels show the enlarged images. BF, Bright field. Td, endogenous tdTomato. anti-TD, immuno-staining of tdTomato protein. Scale bars, 20  $\mu$ m.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 4 — Supplementary information, Figure S4

Supplementary Figure 4

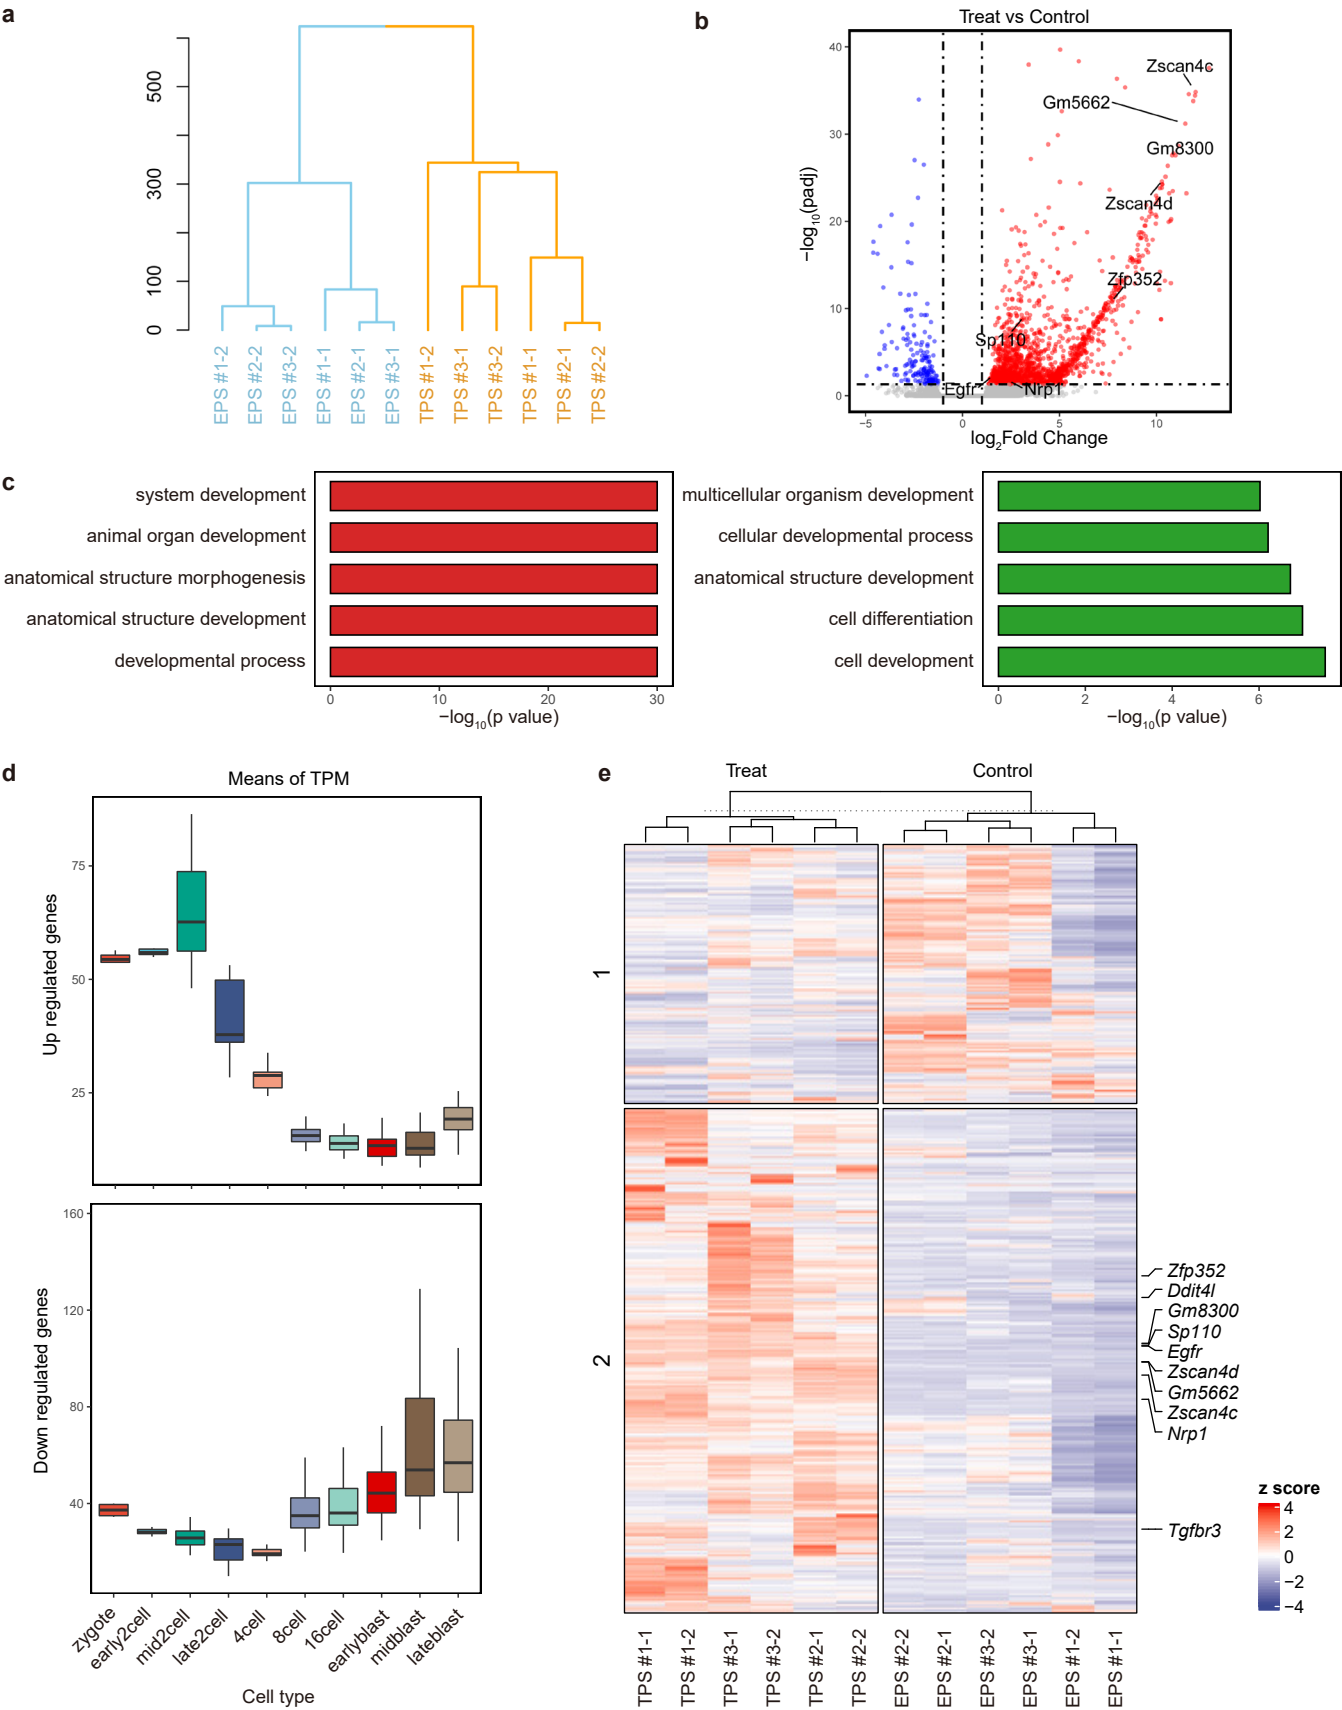

**Figure S4. Transcriptomic analysis of TPS cells with 2-cell blastomeres and EPS cells.**

- a. Hierarchical clustering analysis of TPS and EPS cell lines.
- b. Volcano plot showing comparison of transcriptomic differences between TPS and EPS cells. Representative upregulated genes are shown in red plots.
- c. Gene Ontology analysis of differently expressed genes between TPS and EPS cells. Left panel, genes upregulated in TPS cells. Right panel, genes downregulated in TPS cells.
- d. Box plots showing the expression of genes upregulated and downregulated in TPS cells at different development stages during preimplantation development (Deng et al., 2014).
- e. Heatmap showing the expression of 2-cell embryo-specific totipotency signatures in TPS and EPS cells.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 5 — Supplementary information, Figure S5

### Supplementary Figure 5

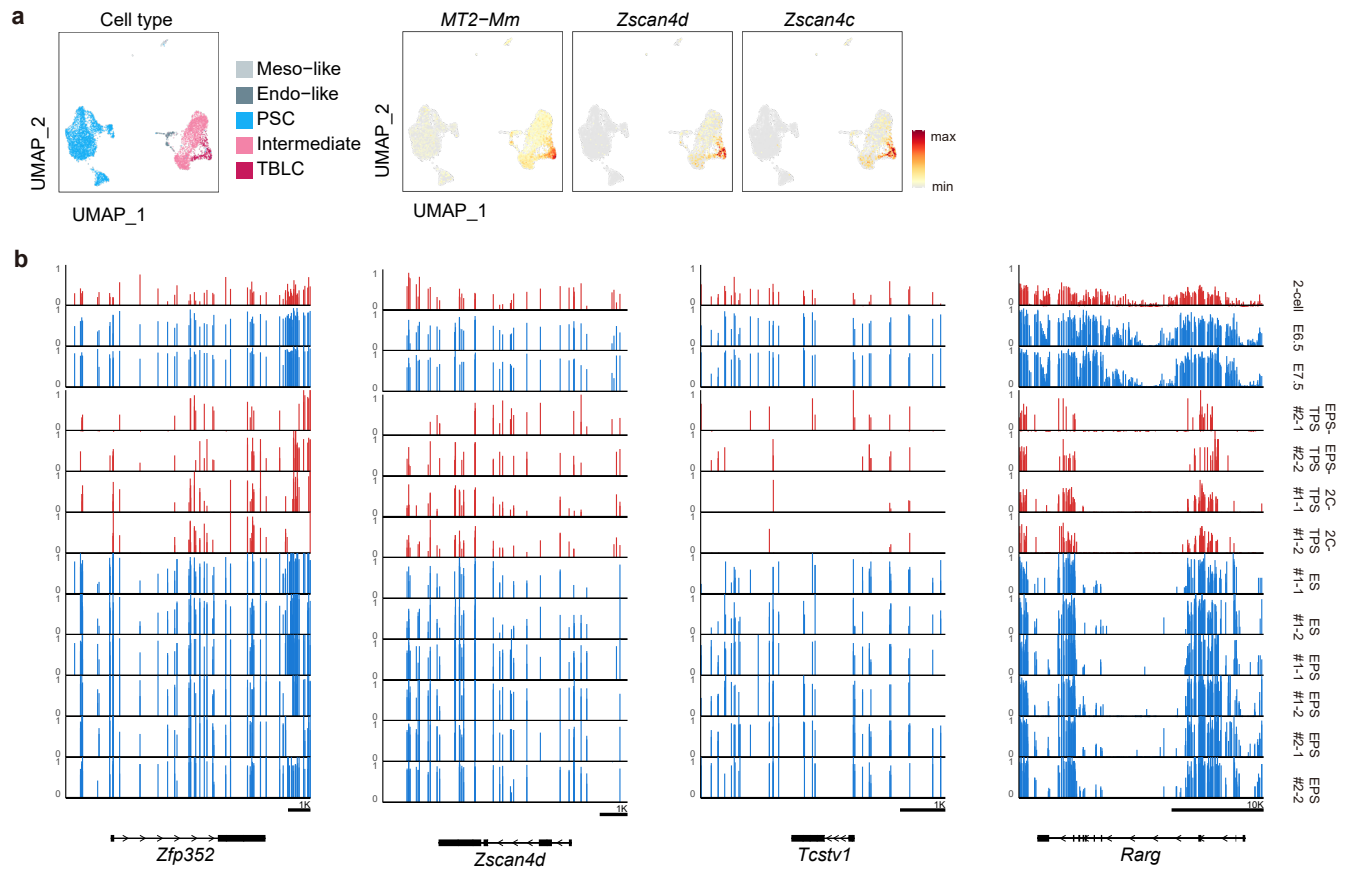

**Figure S5. Further analysis of molecular features of TPS cells.**

- a. UMAP plot showing the expression of representative totipotency marker genes in TBLCs at the single cell level. Different cell types are indicated using different colors. PSC, pluripotent stem cells. Meso-like an Endo-like, fibroblast feeders. Intermediate, intermediate cells in the TBLCs. TBLC, TBLC subpopulation highly expressing totipotency marker genes.
- b. WGBS analysis of CpG methylation in the loci of representative totipotency marker genes in 2-cell embryo (2-cell), E6.5 and E7.5 embryos (E6.5 and E7.5), EPS cells, TPS cells, and ES cells.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 6 — Supplementary information, Figure S6

Supplementary Figure 6

a

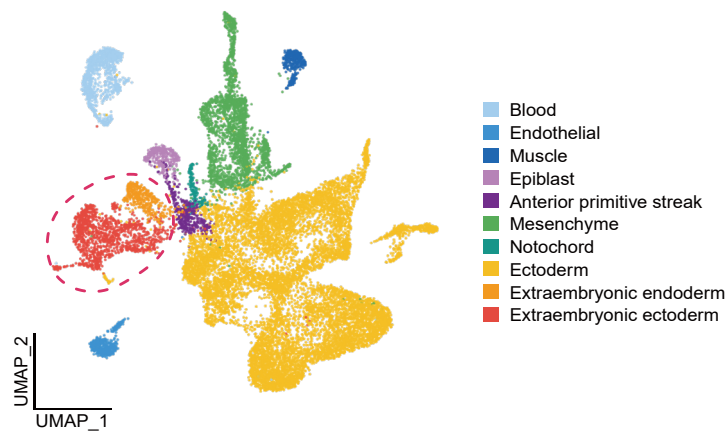

c

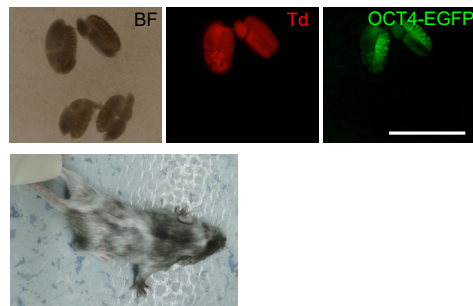

b

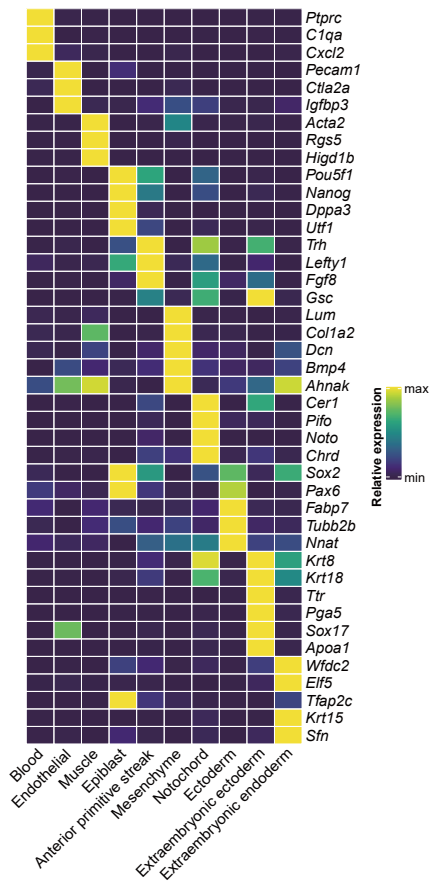

**Figure S6. Analysis of the *in vivo* developmental potentials of TPS cells.**

- a. UMAP plot showing the main clusters in the TPS-derived teratomas. Red dotted line indicates extraembryonic cell lineages.
- b. Heatmap showing the average expression of representative marker genes for each cluster from the TPS-derived teratomas.
- c. Representative images showing chimerism of TPS derivatives in genital ridge of E13.5 embryos (upper panels), and TPS-derived chimeric mice (lower panel). For upper panels, samples on the upper side were from one chimeric conceptus, and samples on the lower side were from one non-chimeric conceptus. Td, endogenous tdTomato. OCT4-EGFP, *Oct4* promoter driven EGFP. Scale bar, 2 mm. Similar images were obtained in at least 2 independent experiments.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 7 — Supplementary information, Figure S7

Supplementary Figure 7

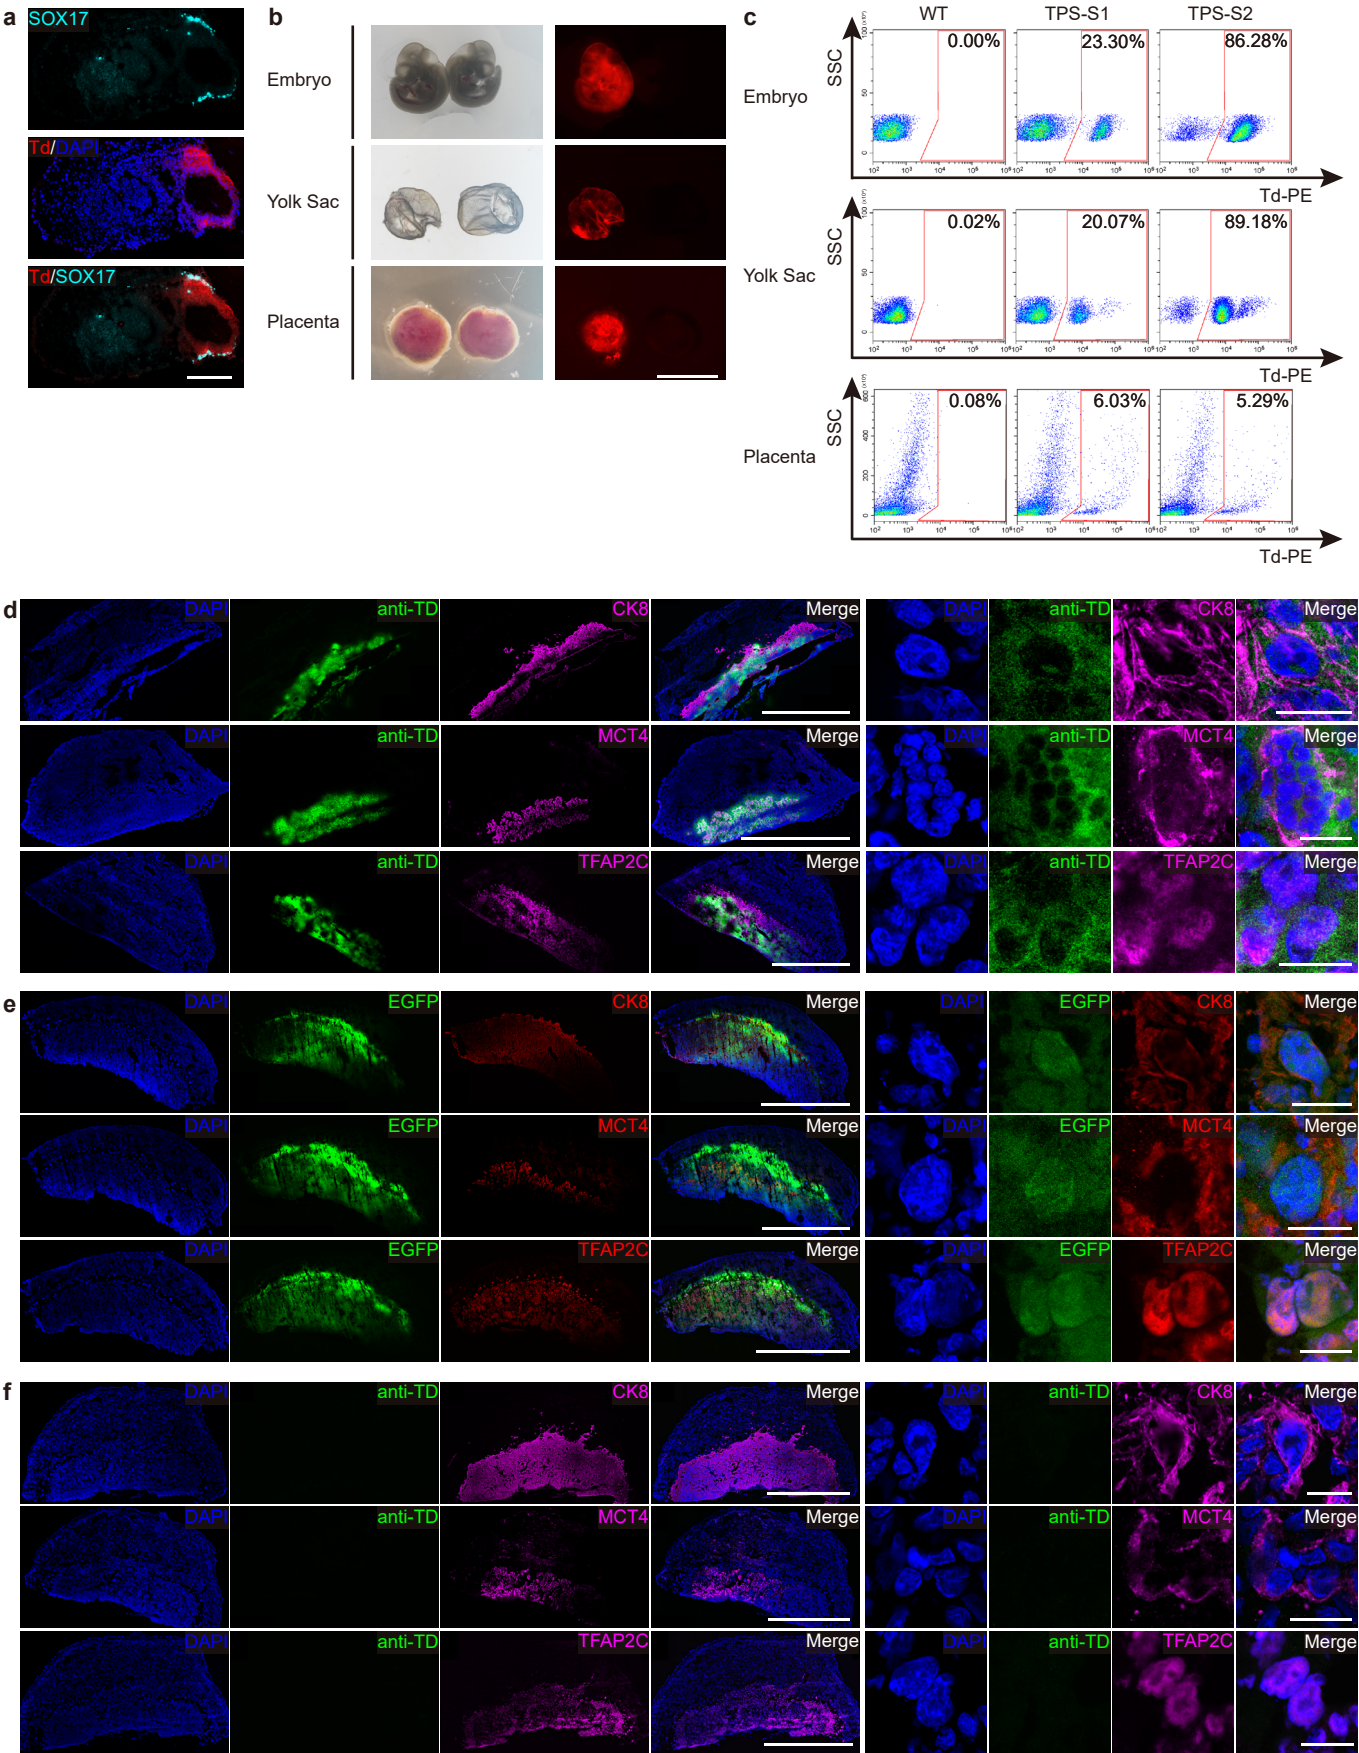

**Figure S7. Further analysis of the chimerism of TPS cells *in vivo*.**

- a. Representative immunofluorescent analysis showing the expression of visceral endoderm marker SOX17 in single TPS derivative cells in E7.5 embryos. Td, endogenous tdTomato. Scale bar, 200  $\mu$ m. Similar images were obtained in at least 3 independent experiments.
- b. Representative images showing contribution of single blastomere of 8-cell embryo continuously expressing tdTomato in E10.5 embryo, yolk sac and placenta. For each image, samples on the left side were from one chimeric conceptus, and samples on the right side were from one non-chimeric conceptus. Scale bars, 5 mm. Similar images were obtained in at least 3 independent experiments.
- c. Representative flow cytometry analysis of the chimerism of single TPS derivative cells in E10.5 embryo, yolk sac and placenta. Td, endogenous tdTomato. WT, wild type. Similar images were obtained in at least 3 independent experiments.
- d. Representative immunofluorescent analysis of E10.5 chimeric placenta generated by injection of single TPS cell (tdTomato labeled) converted from EPS cells. anti-TD, immunostaining of tdTomato protein. The right panels show enlarged images of the left panels. Scale bars: left panels, 2 mm; right panels, 20  $\mu$ m. Similar images were obtained in at least 3 independent experiments.
- e. Representative immunofluorescent analysis of E10.5 chimeric placenta generated by injection of single blastomere of 8-cell embryo continuously expressing EGFP. EGFP, endogenous EGFP. The right panels show enlarged images of the left panels. Scale bars: left panels, 2 mm; right panels, 20  $\mu$ m. Similar images were obtained in at least 3 independent experiments.
- f. Representative immunofluorescent analysis of wild type E10.5 placenta. anti-TD, immunostaining of tdTomato protein. The right panels show enlarged images of the left panels. Scale bars: left panels, 2 mm; right panels, 20  $\mu$ m. Similar images were obtained in at least 3 independent experiments.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 8 — Supplementary information, Figure S8

Supplementary Figure 8

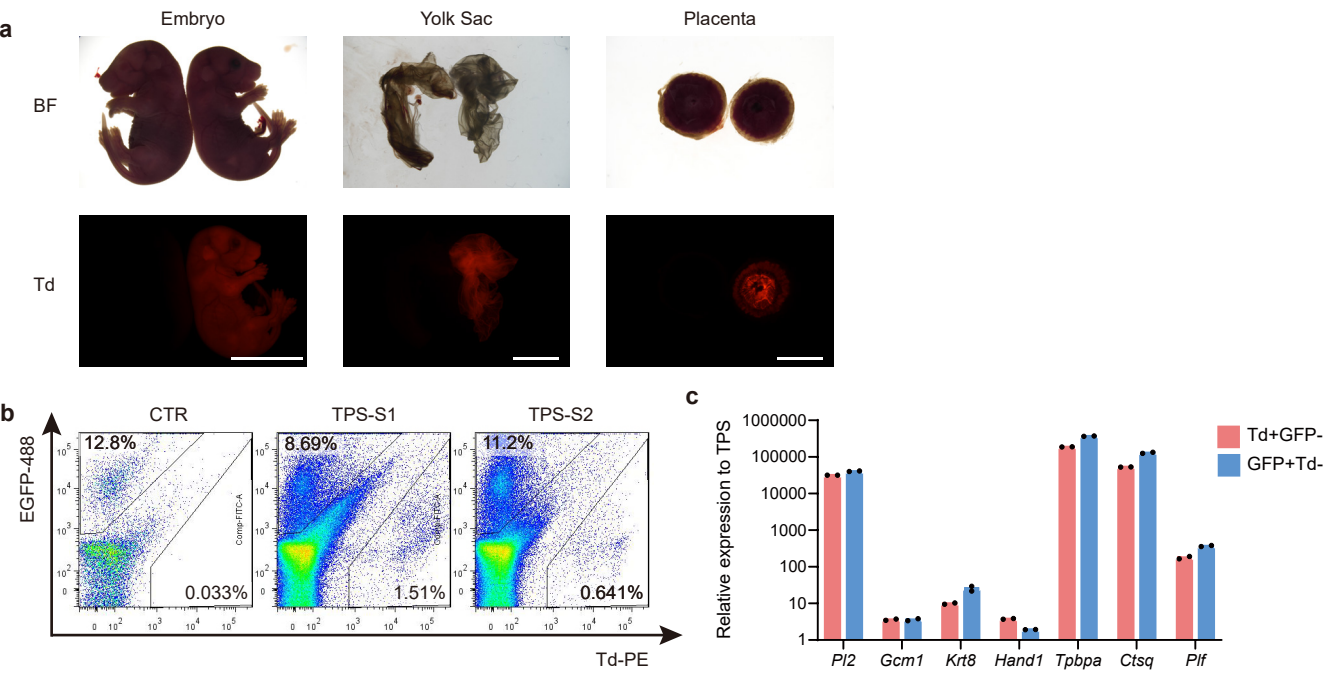

**Figure S8. Further analysis of the chimerism in E17.5 conceptuses.**

- a. Representative images showing contribution of single TPS-derived cells (tdTomato labeled) into embryo, yolk sac and placenta in E17.5 mouse conceptuses. BF: bright field. Td, endogenous tdTomato. For each image, samples on the left side were from one non-chimeric conceptus, and samples on the right side were from one chimeric conceptus. Scale bars, 10 mm. Similar images were obtained in at least 3 independent experiments.
- b. Representative flow cytometry analysis of the chimerism of tdTomato positive TPS-derived cells in EGFP positive recipient E10.5 placenta. CTR, control. EGFP-488, endogenous EGFP. Td-PE, endogenous tdTomato. Similar images were obtained in at least 2 independent experiments.
- c. Representative Q-PCR analysis of trophoblast marker genes expression in tdTomato positive TPS-derived cells in EGFP positive recipient E18.5 placenta tissues. N = 2 technical replicates. tdTomato positive and EGFP negative cells (Td+GFP-) were purified by FACS. GFP positive and tdTomato negative cells (GFP+Td-) were also sorted as the control. Similar results were obtained in at least 2 independent experiments.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 9 — Supplementary information, Figure S9

Supplementary Figure 9

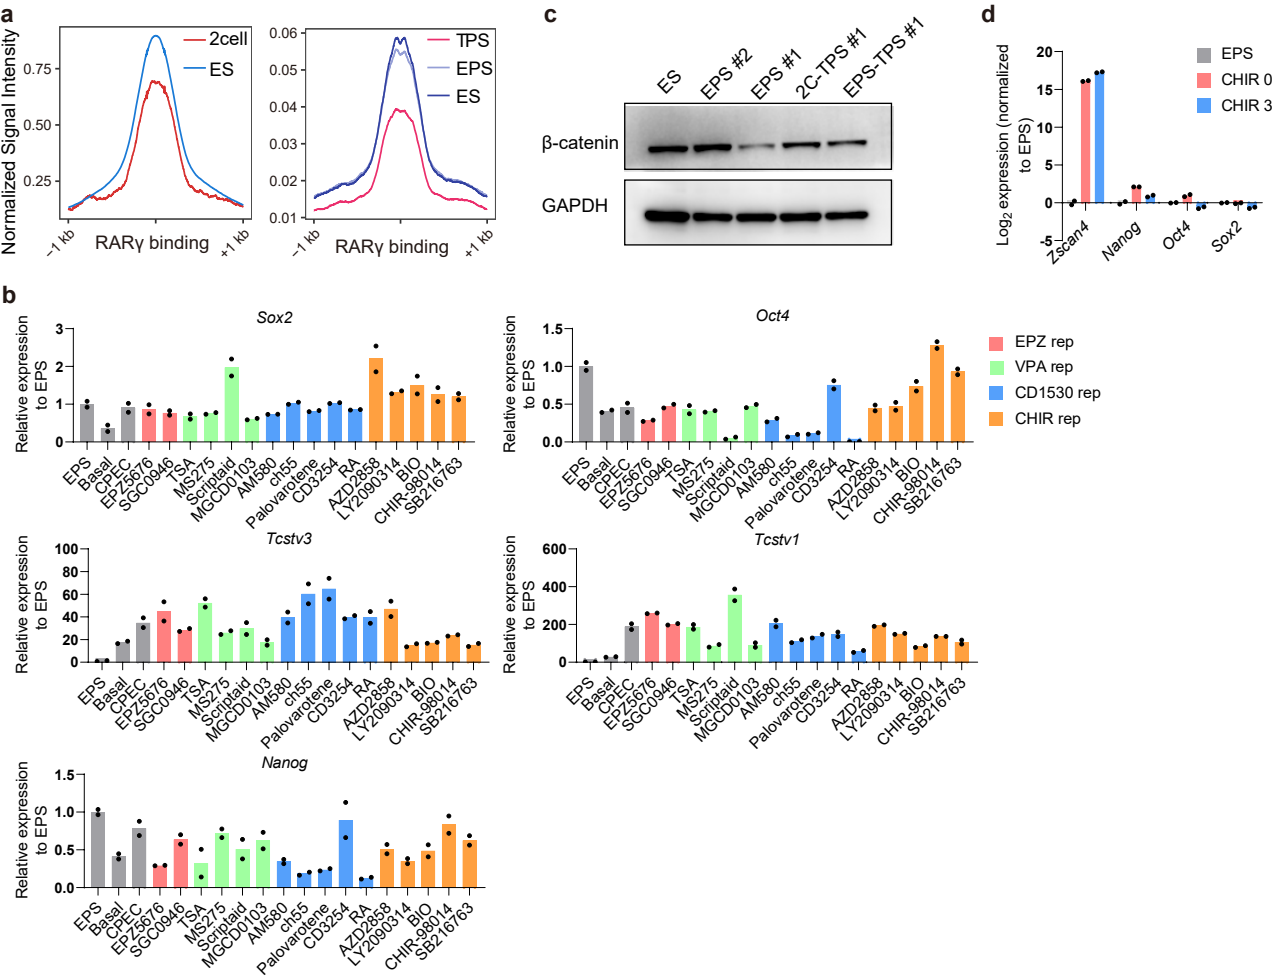

**Figure S9. Further mechanistic exploration of totipotency induction and maintenance in TPS cells.**

a. Average ATAC-seq signal intensities of genomic regions containing RAR $\gamma$  motif in TPS, ES, EPS cells and 2-cell embryos (2cell). “ES” in the right image indicates sequencing data of ES cell samples that were collected and sequenced in this study. “ES” in the left image indicates sequencing data of ES cells from public resources.

b. Q-PCR analysis of expression levels of representative totipotency and pluripotency marker genes on day 3 upon treatment of different small molecules combinations. In the CPEC condition, EPZ004777, VPA, CD1530 and CHIR 99021 were replaced by small molecules target DOT1L, HDAC, RA signaling and GSK3 $\beta$  respectively. EPS, EPS cells. Basal, EPS cells cultured in the basal medium of CPEC condition. EPZ rep, VPA rep, CD1530 rep and CHIR rep indicate small molecules that target DOT1L, HDAC, RA and GSK3 $\beta$  respectively. N = 2 technical replicates. Similar results were obtained in at least 2 independent experiments.

c. Western blot analysis showing the protein expression of  $\beta$ -catenin in ES, EPS and TPS cells. ES, ES cells. EPS, EPS cells. 2C-TPS, TPS cells derived from 2-cell embryos. EPS-TPS, TPS cells converted from EPS cells.

d. Q-PCR analysis of expression levels of totipotency and pluripotency marker genes in TPS cells cultured in CHIR 0 and CHIR 3 condition. CHIR 0, CPEC condition without CHIR 99021; CHIR 3, CPEC condition. N = 2 technical replicates. Similar results were obtained in at least 2 independent experiments.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 10 — Supplementary information, Figure S10

## Supplementary Figure 10

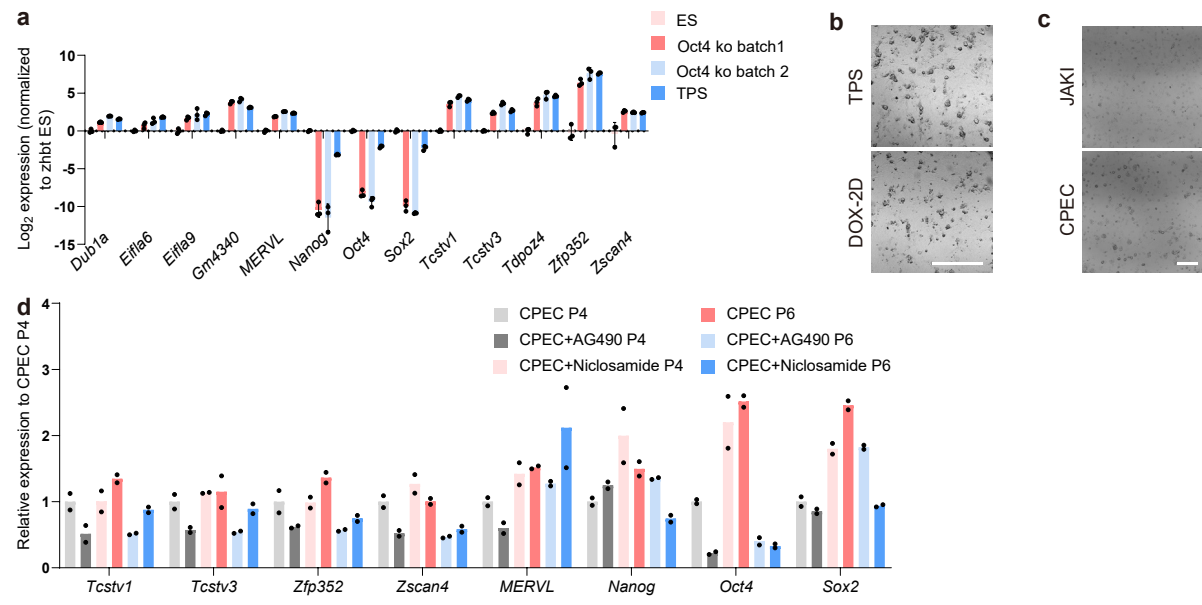

**Figure S10. Analysis of the role of Oct4 and LIF/STAT3 signaling in regulating TPS cells proliferation and totipotency markers expression.**

- a. Q-PCR analysis showing the effect of *Oct4* knockout on expression levels of representative totipotency and pluripotency marker genes in TPS cells. Oct4 ko batch 1 and batch 2 indicate different batches of experiments. N = 3 biological replicates.
- b. Representative images showing the effect of *Oct4* knockout on TPS cell proliferation. Scale bar, 500  $\mu$ m. DOX-2D, 2 days after addition of doxorubicin.
- c. Representative images showing the effect of inhibition of LIF signaling on the proliferation of TPS cells. JAK inhibitor (JAKI) was used. Scale bar, 500  $\mu$ m. Similar results were obtained in at least 2 independent experiments.
- d. Q-PCR analysis of expression levels of representative totipotency and pluripotency marker genes in TPS cells upon inhibition of LIF signaling by Jak inhibitors AG490 and Niclosamide. Cells at passage 4 and 6 were analyzed. N = 2 technical replicates. Similar results were obtained in at least 2 independent experiments.

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 11 — Supplementary information, Table S1

**Table S1: Chimeric summary**

| <b>Summary of 8-cell embryo chimeric assay by injecting TPS cells from different passages</b> |         |                   |                                       |                                        |
|-----------------------------------------------------------------------------------------------|---------|-------------------|---------------------------------------|----------------------------------------|
| Detected stage                                                                                | Passage | Recovered embryos | Contributed into both<br>emb&extraemb | injected cell number<br>(cells/number) |
| 5.5                                                                                           | P3      | 11                | 1                                     | 10~15                                  |
| 5.5                                                                                           | P4      | 7                 | 1                                     | 10~15                                  |
| 7.5                                                                                           | P4      | 11                | 0                                     | 1                                      |
| 10.5                                                                                          | P5      | 10                | 3                                     | 1                                      |
| 10.5                                                                                          | P6      | 9                 | 2                                     | 1                                      |
| 10.5                                                                                          | P8      | 20                | 8                                     | 1                                      |

| <b>Summary of chimeric assay by injection of a single cell into 8-cell embryo derived from E7.5</b> |                  |                   |                                       |
|-----------------------------------------------------------------------------------------------------|------------------|-------------------|---------------------------------------|
| Cell lines                                                                                          | Injected embryos | Recovered embryos | Contributed into both<br>emb&extraemb |
| TPS #1                                                                                              | 44               | 26                | 6                                     |
| TPS #2                                                                                              | 49               | 18                | 6                                     |
| TPS #3                                                                                              | 48               | 15                | 3                                     |

| <b>Summary of chimeric assay by injection of a single cell into 8-cell embryo derived from E10.5</b> |                  |                   |                                       |
|------------------------------------------------------------------------------------------------------|------------------|-------------------|---------------------------------------|
| Cell lines                                                                                           | Injected embryos | Recovered embryos | Contributed into both<br>emb&extraemb |
| TPS #1                                                                                               | 65               | 30                | 11                                    |
| TPS #2                                                                                               | 66               | 22                | 12                                    |

| <b>Summary of chimeric assay by injection of a single cell into 8-cell embryo without CHIR addition</b> |                   |                                       |
|---------------------------------------------------------------------------------------------------------|-------------------|---------------------------------------|
| Cell lines                                                                                              | Recovered embryos | Contributed into both<br>emb&extraemb |
| CPEC-C #1                                                                                               | 93                | 3                                     |
| CPEC-C #2                                                                                               | 62                | 1                                     |

| <b>Representative analysis of blastoid induction efficiency</b> |                            |                               |
|-----------------------------------------------------------------|----------------------------|-------------------------------|
| Analyzed structures                                             | Blastocyst-like structures | Blastoid induction efficiency |
| 89                                                              | 29                         | 32.60%                        |

# Supplementary material for: Derivation of totipotent-like stem cells with blastocyst-like structure forming potential
**Source:** Cell Res. 2022 May 4;32(6):513–29. doi: 10.1038/s41422-022-00668-0
**Supplement:** Supplementary file 13 — Supplementary information, Table S3

**Table S3-1: qPCR primers used in this study**

| Gene    | Primer name | Sequence (5' to 3')            |
|---------|-------------|--------------------------------|
| MuERV-c | MERVL_c_F   | GGTGGTCGAGATGGAGGTTA           |
|         | MERVL_c_R   | ATGAAGGAAGTGGTCCAACG           |
| MuERV-d | MERVL_d_F   | ACAGCCTAATCCAAGCAGGA           |
|         | MERVL_d_R   | ATCCTCGTTTCTGCAACTGG           |
| Zscan4  | Zscan4-1-F  | GAGATTCATGGAGAGTCTGACTGATGAGTG |
|         | Zscan4-1-R  | GCTGTTGTTTCAAAAGCTTGATGACTTC   |
| Zfp352  | ZFP352-1-F  | AAGTCCCACATCTGAAGAAACAC        |
|         | ZFP352-1-R  | GGGTATGAGGATTCACCCACA          |
| Tcstv1  | Tcstv1-F    | TGAACCCTGATGCCTGCTAAGACT       |
|         | Tcstv1-R    | AGATGGCTGCAAAGACACAACCTGC      |
| Tcstv3  | Tcstv3-F    | AGAAAGGGCTGGAACCTGTGACCT       |
|         | Tcstv3-R    | AAAGCTCTTTGAAGCCATGCCCAG       |
| Nanog   | Nanog-1-F   | TCTTCCTGGTCCCCACAGTTT          |
|         | Nanog-1-R   | GCAAGAATAGTTCTCGGGATGAA        |
| Oct4    | Oct3/4-up   | TGAGGAGGGATTAAAAGCACA          |
|         | Oct3/4-dn   | CAAAATGATGAGTGACAGACAGG        |
| Sox2    | mSox2-up    | AAACCACCAATCCCATCCA            |
|         | mSox2-dn    | CCCCAAAAGAAGTCCCAAG            |
| Cdx2    | cdx2-2-F    | AAACCTGTGCGAGTGGATG            |
|         | cdx2-2-R    | TCTGTGTACACCACCCGGTA           |
| Krt8    | Krt8-q-F-1  | GTCCATCAGGGTGACTCAGAAATC       |
|         | Krt8-q-R-1  | GAAAAGCTGGAAGAGCTGATGC         |
| β-actin | mActinb_fwd | TAGGCACCAGGGTGTGATGG           |
|         | mActinb_rev | CATGGCTGGGGTGTGTAAGG           |
| PL2     | q-pl2-F2    | CCAACGTGTGATTGTGGTGTC          |
|         | q-pl2-R2    | CAGGCCATAGGTCCAAGCTG           |
| GCM1    | q-gcm1-F2   | CCTCCAACTCCTTACGGATGA          |
|         | q-gcm1-R2   | CCTCCAACTCCTTACGGATGA          |
| Hand1   | q-Hand1-F2  | CTACCAGTTACATCGCCTACTTG        |
|         | q-Hand1-R2  | ACCACCATCCGTCTTTTGTAG          |
| Tpbpa   | q-Tpbpa-F2  | CACAGTAGCGAAAATGACCAGG         |
|         | q-Tpbpa-R2  | TCCTCCTCTTCAAACATTGGGT         |
| Ctsq    | q-Ctsq-F2   | CATTGCCAGTTGACAACACAAG         |
|         | q-Ctsq-R2   | ATAGCCTTCATTTCCGCAATCA         |
| PLF     | q-plf-F1    | TCCTGGATACTGCTCCTACTACT        |
|         | q-plf-R1    | GACCATTCCCTCATTGCACACA         |

|          |           |                                               |
|----------|-----------|-----------------------------------------------|
| Telomere | telomer-R | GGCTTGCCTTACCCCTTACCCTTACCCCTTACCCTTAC<br>CCT |
| 36B4     | 36B4-F    | ACTGGTCTAGGACCCGAGAAG                         |
|          | 36B4-R    | TCAATGGTGCCTCTGGAGATT                         |

**Table S3-2: Oligonucleotides used in this study**

| <b>Cloning sgRNA in px330</b>                               |                                                            |
|-------------------------------------------------------------|------------------------------------------------------------|
| Dux sgRNA 1# fwd                                            | AAGGCACACAGCCGCTTGCT                                       |
| Dux sgRNA 1# rev                                            | AGCAAGCGGCTGTGTGCCTT                                       |
| Dux sgRNA 1# fwd                                            | GACTTTCCTCCACTAGTGGCT                                      |
| Dux sgRNA 2# rev                                            | AGCCACTAGTGGGGAAAGTC                                       |
| p53 sgRNA 1# fwd                                            | GAACAGATCGTCCATGCAGTG                                      |
| p53 sgRNA 2# rev                                            | CACTGCATGGACGATCTGTTC                                      |
| p53 sgRNA 1# fwd                                            | GTCCACCCGGATAAGATGCTG                                      |
| p53 sgRNA 2# rev                                            | CAGCATCTTATCCGGGTGGAC                                      |
| <b>shRNA sequence in TRC1.5 Vector (pLKO.1-puro Vector)</b> |                                                            |
| Hdac1 shRNA 1#                                              | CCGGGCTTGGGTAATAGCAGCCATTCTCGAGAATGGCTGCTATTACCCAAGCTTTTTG |
| Hdac1 shRNA 2#                                              | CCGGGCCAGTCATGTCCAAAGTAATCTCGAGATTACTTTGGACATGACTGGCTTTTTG |
| Hdac1 shRNA 3#                                              | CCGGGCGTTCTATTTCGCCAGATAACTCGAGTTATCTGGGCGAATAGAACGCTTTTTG |
| Hdac2 shRNA 1#                                              | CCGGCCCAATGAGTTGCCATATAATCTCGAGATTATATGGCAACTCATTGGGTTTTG  |
| Hdac2 shRNA 2#                                              | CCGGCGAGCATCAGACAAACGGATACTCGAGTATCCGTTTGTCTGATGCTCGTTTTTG |
| Hdac2 shRNA 3#                                              | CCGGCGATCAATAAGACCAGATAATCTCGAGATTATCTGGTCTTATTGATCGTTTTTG |
| Dot1l shRNA 1#                                              | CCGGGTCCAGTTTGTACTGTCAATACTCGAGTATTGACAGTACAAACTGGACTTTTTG |
| Dot1l shRNA 2#                                              | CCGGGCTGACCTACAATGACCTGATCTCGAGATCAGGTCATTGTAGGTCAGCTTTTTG |
| Dot1l shRNA 3#                                              | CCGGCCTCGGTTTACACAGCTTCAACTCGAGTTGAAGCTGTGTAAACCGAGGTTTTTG |
| control shRNA                                               | non-target shRNA (SHC002, Smiga-Aldrich)                   |

**Table S3-3: Gene sequences used in this study**

| Gene    | Sequence (5' to 3')                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|---------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| exo-DUX | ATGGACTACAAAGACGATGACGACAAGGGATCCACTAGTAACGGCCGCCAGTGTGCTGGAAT<br>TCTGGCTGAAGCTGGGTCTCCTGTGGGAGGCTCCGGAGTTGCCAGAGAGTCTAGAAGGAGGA<br>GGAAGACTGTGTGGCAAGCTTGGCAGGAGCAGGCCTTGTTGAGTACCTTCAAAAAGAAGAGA<br>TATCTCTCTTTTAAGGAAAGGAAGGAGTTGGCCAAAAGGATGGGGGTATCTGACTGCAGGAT<br>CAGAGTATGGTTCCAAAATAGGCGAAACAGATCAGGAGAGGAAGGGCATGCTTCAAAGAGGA<br>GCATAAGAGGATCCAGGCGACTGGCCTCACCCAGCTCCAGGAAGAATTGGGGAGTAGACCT<br>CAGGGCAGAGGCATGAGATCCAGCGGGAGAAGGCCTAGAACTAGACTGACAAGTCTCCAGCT<br>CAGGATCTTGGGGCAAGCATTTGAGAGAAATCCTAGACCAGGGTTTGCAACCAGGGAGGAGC<br>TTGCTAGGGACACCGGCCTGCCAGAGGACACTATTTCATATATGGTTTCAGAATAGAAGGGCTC<br>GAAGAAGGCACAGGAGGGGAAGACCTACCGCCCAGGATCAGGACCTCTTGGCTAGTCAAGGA<br>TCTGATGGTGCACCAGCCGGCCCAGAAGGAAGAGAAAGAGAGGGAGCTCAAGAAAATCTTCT<br>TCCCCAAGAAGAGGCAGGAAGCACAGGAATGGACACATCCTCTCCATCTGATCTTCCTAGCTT<br>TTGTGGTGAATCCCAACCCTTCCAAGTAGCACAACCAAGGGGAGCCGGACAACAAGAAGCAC<br>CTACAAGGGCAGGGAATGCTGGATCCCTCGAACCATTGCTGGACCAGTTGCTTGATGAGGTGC<br>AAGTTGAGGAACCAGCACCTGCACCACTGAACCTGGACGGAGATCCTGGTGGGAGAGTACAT<br>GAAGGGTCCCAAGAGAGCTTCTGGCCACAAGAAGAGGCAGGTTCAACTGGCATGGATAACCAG<br>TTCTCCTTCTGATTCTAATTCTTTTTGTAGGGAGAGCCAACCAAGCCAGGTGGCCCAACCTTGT<br>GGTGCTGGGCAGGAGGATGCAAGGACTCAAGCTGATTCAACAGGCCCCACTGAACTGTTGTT<br>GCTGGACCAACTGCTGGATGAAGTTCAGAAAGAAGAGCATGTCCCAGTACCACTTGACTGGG |

How the deposited data were processed for this re-analysis (not part of the article)

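RNA-seq was done on 3 lines of TPS cells and 3 lines of EPS cells, each sequenced as 2 technical replicates, so there were 12 libraries. Libraries were made from RNA enriched with oligo(dT) beads and sequenced as paired-end reads. The authors mapped the reads to mouse genome build GRCm38.p6 with STAR, counted reads on each gene and deposited these counts without normalization. The paper's methods go on to TPM values and to DESeq2, and those values were not used here. The paper's text does not name the counting tool, the annotation release, the use of strand or the handling of reads that map to several places, so reads of near-identical or overlapping genes, antisense genes included, could have been split or shared.

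Each library was assigned to its cell type, line and technical replicate by the submitters' labels. The line numbers 1 to 3 in both groups also come from those labels, and the paper's text does not say whether a TPS line was made from the EPS line of the same number. Counts of the 2 technical replicates of a line were summed, since the labels call them technical replicates, and the 6 lines were compared as 3 against 3. The files held 55401 genes. Of these, 55141 identifiers matched the GENCODE M21 annotation of GRCm38 after the version was removed, and 54349 matched with the version. Symbols and coordinates were taken from that annotation. Of all genes, 32608 had a count in any library.

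The main test was edgeR's quasi-likelihood test (edgeR 4.0.16 in R 4.3.3) with TMM normalization and the filterByExpr filter, which asks for about 10 counts in enough lines and 15 in total, and it tested 17468 genes. P-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The standard error of a log2 fold change was its size divided by the square root of the F statistic. CPM values are counts scaled to the library total times its TMM factor. Genes with 3 counts or fewer in every library of a group were treated as at the floor, and their fold change was computed against 3 counts in the library of that group where these weigh most (0.239 CPM for EPS libraries), as a lower bound. The floor covers counting error only, and reads without molecular identifiers are not independent molecules.

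Library totals ranged from 13676051 to 21821707 counts. The genes named in the text were fixed by a rule: the genes named in Fig. 1c, Fig. 1d, Fig. 5b, Fig. S4b and Fig. S4e, genes for the molecular targets and related proteins named in the paper's text, a list of 16 fibroblast genes, a list of sex-linked genes, and the 5 genes with the largest change in each direction among called genes whose libraries did not overlap between the groups and whose mean was at least 10 counts. For lists of genes, the median log2 fold change was set against 10000 random lists of the same size matched on mean expression in 50 bins, and tested with camera in limma 3.58.1. Developmental families were tested by Fisher's exact test against all tested genes. Distances used log2(CPM + 1). Near-identical copies of the named genes were found with blastn 2.17.0 as transcripts at least 95% identical over at least 50% of the longest transcript.

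The test was checked on simulated counts drawn from the means and library sizes of the real lines with a dispersion of 0.106. Of 198 genes changed by a factor of 4 among 17093 simulated and tested genes, 181 were called, which is 91.4%, and 6 unchanged genes were called. All simulated genes shared this dispersion, and few of them were changed. In the real lines 21.7% of the tested genes were called, and those called lower had a median log2 fold change of -0.90. The simulated rates therefore do not measure power or error for such changes in the real lines. With 3 lines in each group there are 10 ways to split the lines, so no permutation test of lines can give a p-value under 0.1.

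The alternatives were DESeq2 1.42.0, limma-voom, other normalization factors, other filters on low counts, the 12 libraries as separate samples, either technical replicate alone, the line number as a block, stricter thresholds and leaving out each line in turn. They were fixed before the data were examined. A fit with the mean log2 expression of the 16 fibroblast genes as a covariate was added after seeing the data. Embryo data, single-cell data and GO terms were not analysed here. The values of 1 named gene are not reported here.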

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

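Of the tests below, those with the fibroblast score as a covariate, with other lists as covariates, and on X-linked genes were chosen only after the result was seen, as were the tests of the slope on the fibroblast score for all genes higher in TPS lines, the RAR targets and the pluripotency genes. The slope test for the totipotency genes was written down before its own result was seen, but after related results on fibroblast RNA in the same lines were known.

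RNA of fibroblast genes was higher in the TPS lines. The paper states culture on mouse embryonic fibroblast feeders for TPS cells and does not describe the culture of the sequenced EPS lines. It does not report on fibroblast genes in the bulk RNA-seq data. All 16 genes of a fibroblast list had a positive log2 fold change, 12 passed the threshold, and their median was 2.10. With the line number as a block, 7 of the 12 lost their call, with edgeR adjusted p-values from 0.0524 for Col5a1 to 0.0945 for Twist2. The percentile of the median among 10000 random lists matched on mean expression was 100. The camera test of limma also placed the list in the higher direction past a threshold of 0.05, with and without the line number as a block. The median stayed between 1.74 and 2.41 across the 6 fits that each left out 1 line. RNA from feeder fibroblasts is a candidate source of part of the genes higher in TPS lines. With the mean expression of the fibroblast genes as a covariate, 92 genes were higher and 14 lower, and 4 of the 17 totipotency genes of Fig. 1d passed the threshold. This loss of calls is not specific to fibroblast genes: of 40 other lists matched on log2 fold change, 40 left as few genes higher when used in the same way, with 0 to 18 genes higher at the adjusted threshold and 399 to 1216 at an unadjusted p under 0.05, against 92 and 1836 with the fibroblast genes, which thus removed fewer calls than each of these lists. Of 40 lists matched on expression, 14 left as few. The score and the cell type part the lines in the same way, so the loss of calls cannot separate them. Within the groups, the genes higher in TPS lines (fibroblast list left out) rose with the score by a median slope of 0.13, at percentile 100 of matched random lists, while the totipotency genes of Fig. 1d had a median slope of 0.116 at percentile 95.39, which did not pass a two-sided threshold of 0.05. The RAR targets of Fig. 5b, all 7 of them higher in TPS lines, had a median slope of -0.0964 at percentile 24.4, so they did not rise with the score. The pluripotency genes of Fig. 1d had one of -0.0821 at percentile 17.7. These genes were mostly lower in TPS lines, so carried-over RNA would call for a fall with the score. Their slope did not stand apart from the random lists and decides nothing on this. With 6 lines, these slopes rest on few lines. Genes differed within the totipotency list of Fig. 1d. With the covariate, the log2 fold change of Tgfbr3 went from 1.78 to 0.10 and that of Nrp1 from 2.14 to 0.67. Those of Plk2 and Trp53inp2 went from 1.39 to 1.13 and from 0.96 to 0.82. That of Zscan4c went from 11.89 to 12.11, but Zscan4c was at the floor in EPS libraries, so these values do not measure its dependence on the score. A change of expression in TPS cells themselves was not tested against carried-over RNA, so the higher fibroblast genes cannot be told apart from RNA of feeder cells.

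X-linked genes were higher in EPS line 2 than in the other lines. The median of 180 X-linked genes with a mean log2 CPM over 5, each relative to its median over the 6 lines, was 0.315 in that line, against 0.132 for the highest of 10000 random sets of as many autosomal genes and 0.151 for the highest autosome. Its percentile among the random sets was 100. In EPS line 3 the median of the X-linked genes was 0.134, also above each autosome of that line, the highest of which, chromosome 15, was at 0.0921; this was not tested further. The chromosome and the line were picked because they stood out, so this test could not have come out otherwise, and a difference in X dosage between lines may account for the pattern but cannot be told apart from other differences of that line. Y-linked genes of the list summed to 3.24 CPM in EPS line 2, and Xist was at 5.15 CPM. No biological explanation was tested.

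A library stood apart from the other 5 of its group in 4 of 151 groups of values, and 3 of the 4 are given here. Chance would give 7.55 if the libraries of a group were independent. They are technical replicates of a few lines, so 7.55 is no fair reference. Whether 4 is more than chance would give cannot be told. Rab43 was at 3.44 CPM in technical replicate 2 of TPS line 3, against 1.74 CPM in the next library, and at 1.84 CPM in technical replicate 2 of EPS line 2, against 0.725 CPM in the next. Rab43 shares sequence with the overlapping gene Gm45140. Technical replicate 1 of EPS line 1 had 20437 genes with counts, against 21194 in the next library, and it is also the library with the fewest counts, 13676051. After every library was thinned to that total, EPS libraries had between 20415 and 20924 genes with counts.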

How the results depend on the processing

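The alternatives described here were fixed before the data were examined, except the fit with a fibroblast covariate, which was chosen after seeing the data. Alternatives that needed TPM values were not run because the files hold counts. Under every alternative fixed beforehand, the developmental families stayed enriched among genes higher in TPS lines, with odds ratios above 1 and p-values under 0.05, and the median of the fibroblast genes stayed above that of matched random lists under each alternative that refitted the genes, though single fibroblast genes lost their call under some.

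Counts of called genes moved with the unit of replication and the threshold. Against 2509 genes higher and 1282 lower, the 12 libraries as separate samples gave 4067 and 3610 with edgeR and 4262 and 3753 with DESeq2. An adjusted p-value under 0.01 gave 873 and 258. Requiring an absolute log2 fold change over 1 left 543 genes lower. By library size only, 745 genes were lower, where the median log2 fold change of all genes moved to 0.14. With the line number as a block, 1714 genes were higher and 721 lower, and 1660 and 674 of these were among the genes called without it. The mean correlation of the deviations of same-numbered lines was -0.032, with 0.0239 for line 1, -0.139 for line 2 and 0.0185 for line 3. Across the 6 fits that each left out 1 line, between 1617 and 2234 genes were higher and between 493 and 1047 lower. The causes were not tested.

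Of the 11 pluripotency genes, 5 were lower at the main setting, against 8 under DESeq2, 8 with no filter, 8 with the 12 libraries as separate samples under edgeR and 8 under DESeq2. With an absolute log2 fold change over 1 there were 2, with an adjusted p-value under 0.01 there was 1, and leaving out 1 line gave between 2 and 6. The totipotency count of 13 lay between 9 and 14 under these alternatives, and between 10 and 12 when 1 line was left out.

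For developmental families among genes lower in TPS lines, the odds ratio of 1.53 did not pass the threshold, and the result depended on the setting. The odds ratio was 2.42 by library size only, 1.97 with upper quartile factors, 1.82 with no filter, 1.85 with the first technical replicate only, 2.02 with the line number as a block, 3.39 with an absolute log2 fold change over 1 and 3.23 with an adjusted p-value under 0.01, each past 0.05. It reversed to 0.706 and 0.671 with the 12 libraries as separate samples under edgeR and DESeq2. Across the 6 fits that left out 1 line it lay between 1.17 and 2.31. The cause was not tested.

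The 2-cell-enriched genes are those of Table S2-1, higher in 2-cell embryos than in a subpopulation of TPS cells, and are not the paper's 2-cell signature. Their median log2 fold change was -0.03, above the -0.08 of matched random lists (percentile 98.5). Its sign changed to 0.117 by library size only and 0.0192 with upper quartile factors, where the median of all genes also moved, to 0.14 and 0.05. Random lists moved too, to 0.0671 and -0.0279, so the list stayed above them. This excess over random lists lost the threshold with the 12 libraries as separate samples (median -0.0336 under edgeR and -0.0277 under DESeq2). It also did so with the first technical replicate only (-0.0294). Leaving out 1 line gave medians between -0.0546 and -0.0109. The excess lost the threshold without TPS line 3, at -0.0431, and without EPS line 1, at -0.0546. The distance ratio of 1.67 was 1.87 on the 2000 most variable genes, 2.58 with 1 minus Pearson correlation and 1.84 on the 12 libraries, and lay between 1.61 and 1.73 when 1 line was left out. The value on the 12 libraries counts technical replicates of a line as pairs within a group. These lay 30.1 apart on average, against 73.0 for different TPS lines and 73.4 for different EPS lines, which raises that ratio. The cause of the other changes was not tested.

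Among named genes, some near 0 reversed. By library size only, Cdkn1a was at 0.0566, Utf1 at 0.00284, Hdac1 at 0.0571 and Trp53 at 0.113. With upper quartile factors Trp53 was at 0.0218, with no filter Gsk3b at -0.00625, and with the first technical replicate only Xist at -0.0214. Across the fits that left out 1 line, the log2 fold change ran from -0.268 to 0.0536 for Utf1, from -0.239 to 0.086 for Trp53, from -0.136 to 0.745 for Xist, from -0.607 to 2.51 for Uty, from -1.75 to 4.08 for Eif2s3y, from -0.127 to 0.0859 for Gsk3b, from -0.261 to 0.0237 for Cdkn1a, from -0.356 to 0.123 for Mafk and from -0.0353 to 0.716 for Ddit4l. None of these passed the threshold at the main setting. Of the other values of named genes, 20 lost and 42 gained the threshold under alternatives that kept all lines, and 59 lost and 6 gained it when 1 line was left out. The causes were not tested.

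With the fibroblast score as a covariate, chosen after seeing the data, 92 genes were higher and 14 lower, 4 totipotency genes, 1 RAR target and 0 pluripotency genes passed the threshold (10, 7 and 1 genes of these lists had an unadjusted p under 0.05 in the direction of their list, and 9, 7 and 1 passed when p-values were adjusted over the list alone), and 0 family genes were among the genes higher or lower. With so few calls, about 1 family gene or fewer would be among them without any enrichment, so this does not show that the enrichment was lost. The median of the fibroblast genes themselves fell to 0.11 and that of the 2-cell-enriched genes to -0.0509. Reversed values were 0.164 for Cdkn1a, -0.27 for Gsk3b, -0.061 for Col3a1, -0.0613 for Thy1, -2.09 for Dcn, -1.55 for Lum, -1.36 for Postn, -0.168 for Twist2, -0.328 for Prrx1 and -2.23 for Xist. Other lists used as a covariate also removed calls, so the cause is not specific to this list. Another 39 values of named genes lost the threshold.

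Depth limits the genes that EPS libraries show with 3 counts or fewer. For 460 genes higher in TPS lines the fold change is a lower bound, and the size of the change was not detectable at this depth.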

Differences from the paper's values

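The log2 fold change of Egfr was 1.73 (standard error 0.279) between TPS and EPS lines, against the paper's value of about 1.4 in Fig. S4b, read by eye. Of the alternatives set before the data were examined, the second technical replicate only (1.67) and leaving out TPS line 1 (1.68), TPS line 2 (1.70) or EPS line 1 (1.45) gave a value within 1 standard error of the paper's, and the others did not. A reading by eye has its own error, so this gap is no clear difference. Nrp1, read at about 2.6 in the same figure, was at 2.14 here, within 1 standard error. It fell outside that under some alternatives, DESeq2 among them (2.13).

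Fig. 1d shows Mafk, Ddit4l, Cdkn1a and Rab43 among the totipotency genes that are upregulated in TPS cells. The line numbers printed in Fig. 1d differ in part from those of the library labels, and they were not matched. The lines in the figure may therefore not all be the lines compared here. Here Mafk and Cdkn1a had log2 fold changes of -0.17 and -0.10, and Ddit4l one of 0.23, and none of the alternatives called them. Rab43 had a log2 fold change of 1.31 that did not pass the threshold, and it was called with the 12 libraries as separate samples under edgeR and under DESeq2, with the first technical replicate only and without EPS line 2.

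Fig. 1d shows Tcf15 among the pluripotency genes that are downregulated in TPS cells, with the same limit on which lines the figure shows. Here its log2 fold change was 1.43, higher in TPS lines, and it was called higher under DESeq2, with no filter and with the 12 libraries as separate samples under edgeR and DESeq2. It was not called in the fits that left out 1 line, where its log2 fold change ran from 0.56 to 1.81 (edgeR adjusted p up to 0.426). Utf1 and Zfp42, shown in the same block, had log2 fold changes of -0.14 and -0.68 and were called under none of the alternatives. Upp1 and Nr0b1, at -1.02 and -0.76, were called lower under DESeq2, with no filter, with the 12 libraries as separate samples under edgeR and DESeq2, and with the line number as a block, Upp1 also without EPS line 3 and Nr0b1 also without TPS line 3. Sox2, at -0.51, was called lower under DESeq2, RLE factors, limma-voom, no filter, the 12 libraries as separate samples under edgeR and DESeq2, the first technical replicate only and without EPS line 3.

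Fig. S4e names Ddit4l among the signature genes upregulated in TPS cells. Its edgeR adjusted p-value here was 0.682, and it lay between 0.0733 and 0.951 across the alternatives.

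Fig. S4a groups the EPS libraries by technical replicate number. Here the tree paired the technical replicates of each line, in 6 of 6 clusters, also when built on the first 2, 5 or 11 principal components.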

Other observations

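Of the tests below, the splits of the lines by total calls, the thinning of the genes higher and the deviations of same-numbered lines were chosen before the result was seen. The tests of GC content, gene length, genes with counts after thinning and the splits for single lists were chosen only after it.

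The 6 lines can be split into 3 and 3 in 10 ways, so no share of splits can be under 0.1 and this test cannot exclude a grouping by accident. For the total number of called genes, 1 of the 10 splits, the real one, gave as many. The same count, 1 of 10, held for genes higher, genes lower, totipotency genes, pluripotency genes, RAR targets, the fibroblast median and the families among genes higher and among genes lower. For the median of the 2-cell-enriched genes it was 10 of 10, where every other split is counted in its higher direction, so this count could not have come out otherwise. Since the other splits called no genes, their counts of totipotency genes, pluripotency genes and RAR targets were 0 and their family odds ratios were set to 0, so these repeat the result for the total number of called genes and are no separate tests. The other 3 splits that part all same-numbered pairs called 0 genes at the adjusted threshold and 254 to 515 at an unadjusted p under 0.05, and the 6 splits that part 1 pair called 0 genes and 239 to 847 at an unadjusted p.

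The genes higher in TPS lines were set against library size, GC content and gene length. After every library was thinned to 13676051 counts, 2438 genes were higher, 2328 of them among the 2509 called from all counts, and 1251 were lower, 1212 of them among the 1282. Library size thus does not account for most of these calls. The rank correlation across genes of the log2 fold change with GC content was -0.0304 and with exon length 0.0646, over 99.9% of the tested genes, and genes are not independent replicates. When genes were ordered by exon length and parted into 10 groups of equal size, the group with the shortest exon length had a median log2 fold change of -0.21, while the others lay between -0.03 and 0.07. Parted in the same way by GC content, the medians lay between -0.06 and 0.05. The genes called higher had a median of 2.16, so these values argue against GC content and exon length as the source of most of the genes higher. For part of these genes, RNA of feeder cells remains a candidate source, since the percentile of the fibroblast list was 100, but a list of 16 genes does not speak for all 2509.

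TPS libraries had between 22733 and 25221 genes with counts, and EPS libraries between 20437 and 21456. After thinning, the lowest TPS library still had 22536, above the highest EPS library with 20924, so library size does not account for the difference.

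Same-numbered lines did not deviate together: the mean correlation of their deviations was -0.032. Y-linked genes of the list summed to 127 CPM in TPS line 1, 14.7 in TPS line 2 and 10.4 in TPS line 3, and to 51.4, 3.24 and 6.49 CPM in EPS lines 1, 2 and 3. Xist was at 8.00, 1.97 and 5.18 CPM in TPS lines 1, 2 and 3 and at 1.44, 5.15 and 5.15 CPM in EPS lines 1, 2 and 3. Kdm5d was at 0.327 CPM in EPS line 1, where Uty was at 11.3 and Eif2s3y at 29.1 CPM. Whether same-numbered lines share an origin cannot be told from these values.

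The RAR targets that the paper measured by qPCR in other samples (Fig. 5b) were all 7 higher in TPS lines. Stra8 had a log2 fold change of 7.98 (edgeR adjusted p = 0.000152) and Cebpa one of 2.12 (edgeR adjusted p = 0.00343), and Rarb was at least 4.19-fold higher. Hoxb1 ranged from 1.52 CPM in TPS line 1 to 18.2 CPM in TPS line 3. Of the genes chosen for the molecular targets and related proteins named in the paper, Rarg was higher with a log2 fold change of 1.84 (edgeR adjusted p = 0.00635), and Hdac1, Hdac2, Dot1l, Rara, Gsk3b, Ctnnb1 and Trp53 were not called. Nanog had a log2 fold change of -0.23 (edgeR adjusted p = 0.448), and none of the alternatives called it. The paper reports Nanog as significantly lower in TPS cells by qPCR (Fig. 1c), in samples that were not matched to these libraries. Tcstv1, Tcstv3, Gm4340 and Usp17lb were at least 9.48-fold, 10.6-fold, 24.8-fold and 37-fold higher in TPS lines.

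Table S2-1 of the paper lists 843 genes higher in 2-cell embryos than in a subpopulation of TPS cells. Of these, 838 were found in the files and 716 were tested, of which 88 were higher and 64 lower in TPS lines than in EPS lines. Their median log2 fold change was -0.03, against a median of -0.08 for matched random lists, at percentile 98.5, while the camera test of limma gave the lower direction and did not pass a threshold of 0.05, with or without the line number as a block.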
